# *Myh10* deficiency leads to defective extracellular matrix remodeling and pulmonary disease

**DOI:** 10.1038/s41467-018-06833-7

**Published:** 2018-11-02

**Authors:** Hyun-Taek Kim, Wenguang Yin, Young-June Jin, Paolo Panza, Felix Gunawan, Beate Grohmann, Carmen Buettner, Anna M. Sokol, Jens Preussner, Stefan Guenther, Sawa Kostin, Clemens Ruppert, Aditya M. Bhagwat, Xuefei Ma, Johannes Graumann, Mario Looso, Andreas Guenther, Robert S. Adelstein, Stefan Offermanns, Didier Y. R. Stainier

## Abstract

Impaired alveolar formation and maintenance are features of many pulmonary diseases that are associated with significant morbidity and mortality. In a forward genetic screen for modulators of mouse lung development, we identified the non-muscle myosin II heavy chain gene, *Myh10*. *Myh10* mutant pups exhibit cyanosis and respiratory distress, and die shortly after birth from differentiation defects in alveolar epithelium and mesenchyme. From omics analyses and follow up studies, we find decreased Thrombospondin expression accompanied with increased matrix metalloproteinase activity in both mutant lungs and cultured mutant fibroblasts, as well as disrupted extracellular matrix (ECM) remodeling. Loss of *Myh10* specifically in mesenchymal cells results in ECM deposition defects and alveolar simplification. Notably, MYH10 expression is downregulated in the lung of emphysema patients. Altogether, our findings reveal critical roles for *Myh10* in alveologenesis at least in part via the regulation of ECM remodeling, which may contribute to the pathogenesis of emphysema.

## Abstract (web summary)

Abnormal alveolar development and homeostasis are common features of pulmonary disease. Here the authors show that Myh10 expression is reduced in emphysema patients, and that Myh10 loss of function impairs alveolar formation and lung morphogenesis via upregulation of matrix metalloproteinase activity and altered matrix remodeling.

## Introduction

Lung development is subdivided into five chronologically and structurally distinct stages: embryonic, pseudoglandular, canalicular, saccular, and alveolarization^1,2^. During the embryonic stage, the lung bud arises from the anterior foregut endoderm. From the pseudoglandular to canalicular stages, the lung undergoes branching morphogenesis to form a tree-like tubular structure. At the saccular stage, expansion and thinning of the alveolar walls lead to a marked decrease in interstitial tissue as a prerequisite for postnatal gas exchange. Finally, the lung greatly expands its alveolar surface by alveolarization, a process by which alveolar sacs are repeatedly partitioned through septation. Alveolar sac septation is a complex process, which requires interactions between lung epithelial and mesenchymal cells^3–7^. Although several studies have focused on these epithelial–mesenchymal interactions, the underlying mechanisms are still poorly understood.

Non-muscle myosin II (NM II) plays fundamental roles in the maintenance of cell morphology, cell adhesion, and migration, as well as cell division^8–10^. NM II molecules consist of three peptide pairs: a pair of NM II heavy chains (NMHC II), a pair of regulatory light chains (RLCs), and a pair of essential light chains (ELCs). In mammals, three different genes, *Myosin heavy chain 9* (*MYH9*), *MYH10*, and *MYH14*, encode the NMHC II proteins, NMHC IIA, NMHC II-B, and NMHC II-C, respectively^11,12^. 

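In the mouse, on the GRCm38 assembly, *Myh9* (ENSMUSG00000022443) lies on chromosome 15 from 77760587 to 77842175 on the minus strand. *Myh10* (ENSMUSG00000020900) lies on chromosome 11 from 68691559 to 68816632 on the plus strand. *Myh14* (ENSMUSG00000030739) lies on chromosome 7 from 44605803 to 44670843 on the minus strand, and 60 bp of its exons overlap a gene on the opposite strand. Of the 7717 windows of 75 bases along the *Myh10* transcript, 48 (0.62%) also occurred in *Myh9*, and none of the 6425 windows of the *Myh14* transcript occurred in a transcript of another gene.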

NM II proteins are highly expressed during lung development^13^, and their inhibition using blebbistatin leads to defects in branching morphogenesis and epithelial cell shape and orientation^14^. To date, however, genetic studies of NM II genes during lung development and homeostasis have not been conducted.

Many pulmonary diseases including chronic obstructive pulmonary disease (COPD)^15,16^ and interstitial lung disease (ILD)^17^ are associated with significant morbidity and mortality due to impaired alveolar formation and maintenance. Emphysema is one form of COPD that results from the enzymatic destruction of lung extracellular matrix (ECM) components, including elastin and collagen, thereby leading to destruction of alveolar walls and airspace enlargement^15,16,18^. Recently, several animal models have been established to study the pathophysiology of emphysema, including exposure to cigarette smoke and protease instillation, as well as genetic manipulation^18–20^. The pathophysiological role of NM II in pulmonary emphysema, however, has not been investigated.

Here, starting with a forward genetic screen in mouse, we reveal an unexpected role for the NM II-associated actomyosin network in ECM remodeling during lung development and disease. Notably, our results from animal models and human patients suggest that alterations of the actomyosin network by loss of *MYH10* function contribute to the pathogenesis of emphysema and may provide a promising target for preventive care of emphysema.

## Results

### Identification of lung mutants following ENU mutagenesis

To identify novel factors regulating early postnatal lung development in mouse, we carried out a forward genetic screen using *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis^21^. From screening the F3 progeny of 170 G1 mice, we identified eight families exhibiting a recessive alveolar collapse phenotype. Mutant newborns from one of these families were cyanotic and exhibited respiratory distress with full penetrance (Fig. 1a, Supplementary Movie 1). As their lungs did not inflate, mutant pups died within 24 h after birth (Figs. 1b, c). Histological and morphometric analyses revealed reduced alveolar spaces and thick alveolar septal walls (Fig. 1d), along with dilated cardiomyopathy and hydrocephalus^22^ (Supplementary Fig. 1a, b). We observed no histological differences between wild-type and mutant littermate lungs at the pseudoglandular stage. However, from embryonic day (E) 17.5 onward, the mutant lungs displayed reduced saccular spaces and more abundant mesenchyme compared with wild-type siblings (Fig. 1e).

**Fig. 1:**
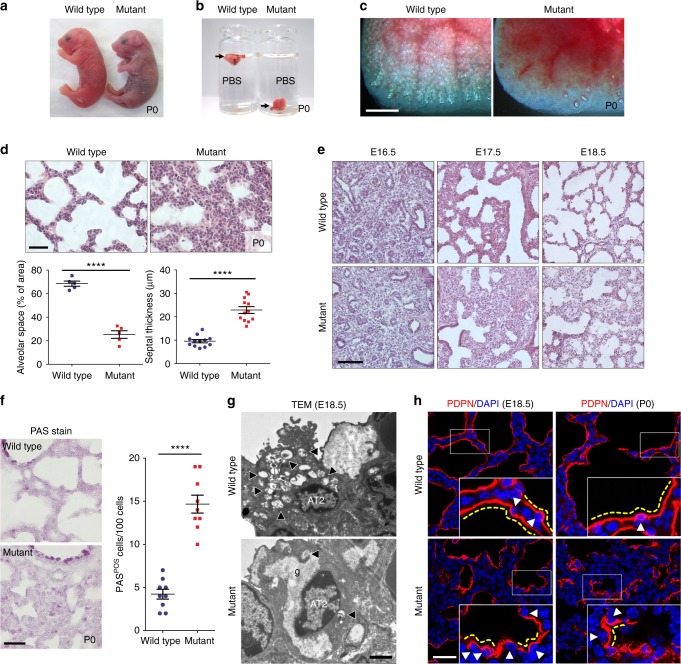
The ENU-induced mutant exhibits lung development defects. **a** Gross morphology of wild-type (*n* = 15) and mutant (*n* = 12) P0 mice. **b** Floating assay for wild-type (*n* = 10) and mutant (*n* = 8) P0 lungs. **c** Representative pictures of distal lung from wild-type (*n* = 10) and mutant (*n* = 8) P0 mice. **d** Hematoxylin and eosin (H&E) staining and morphometric analysis of alveolar space and septal thickness in wild-type (*n* = 15) and mutant (*n* = 10) P0 lungs. **e** H&E staining of wild-type (*n* = 6 for each stage) and mutant (*n* = 5 for each stage) lungs at E16.5, E17.5, and E18.5. **f** PAS staining (*n* = 15 wild types, *n* = 10 mutants) and phenotype quantification at P0. **g** Representative TEM images of AT2 cells in wild-type (*n* = 3) and mutant (*n* = 3) lungs at E18.5. Arrowheads point to lamellar bodies in AT2 cells; g glycogen. **h** Immunostaining for PDPN in wild-type (*n* = 8 per each stage) and mutant (*n* = 8 per each stage) lungs at E18.5 and P0. Arrowheads point to AT1 nuclei; yellow dotted lines outline AT1 cell morphology. Error bars are means ± s.e.m. ****P < 0.0001, two-tailed Student’s *t*-test. Scale bars: 500 μm (**c**), 50 μm (**d**, **e**), 30 μm (**f**, **h**), 2 μm (**g**)

To investigate whether the increased tissue density observed in the mutant lungs resulted from increased cell proliferation, altered apoptosis, or differentiation defects, we performed immunostaining using two proliferation markers, proliferating cell nuclear antigen (PCNA) and phospho-histone 3 (pH3), and quantified positive cells from E17 to postnatal day 0 (P0). To differentiate between mesenchymal and epithelial cells, we co-stained for the epithelial cell markers NKX2-1 and E-cadherin (E-cad). Interestingly, both epithelial and mesenchymal cells exhibited increased cell proliferation in mutant lungs compared with wild-type siblings (Supplementary Fig. 1c, d, 2a, b), explaining at least in part the observed increase in tissue density. A minor increase in the number of apoptotic cells was also observed in mutant lungs compared with wild-type siblings (Supplementary Fig. 1c, 2c), suggesting that loss of mutant cells does not contribute in a major way to the observed phenotypes.

Next, we examined the differentiation status of mutant epithelial and mesenchymal cells by staining for several marker proteins. Interestingly, although the number of Vimentin-positive fibroblasts^23^ was dramatically decreased in mutant lungs, unaltered nerve/glial antigen (NG) 2-positive pericyte-like cells^23^ and endothelial cell numbers were observed in mutant lungs compared with wild-type siblings (Supplementary Fig. 1d). Moreover, mutant lungs exhibited an increase in the number of AT2 (alveolar epithelial type II) cells and AT2 cell marker (*Sftpa*, *Sftpc*, *Abca3*) expression levels (Supplementary Fig. 1e, 2d, e). Concurrently, we found a marked decrease in the expression levels of AT1 (alveolar epithelial type I) cell markers (homeodomin-only protein homeobox (HOPX), Podoplanin (PDPN), and receptor for advanced glycation end products (RAGE))^24^, as well as of a mature AT2 cell marker (lysosome-associated membrane glycoprotein (LAMP) 3)^25^ (Supplementary Fig. 1e, f, 2e).

Immature AT2 cells store glycogen, which is converted into surfactant in lamellar bodies as these cells differentiate^26^. To examine the differentiation state of AT2 cells, we performed periodic acid–Schiff (PAS) staining, which revealed a substantial increase in the number of PAS-positive AT2 cells in P0 mutant lungs (Fig. 1f). By transmission electron microscopy (TEM), wild-type AT2 cells contained numerous lamellar bodies and apical microvilli at E18.5, whereas mutant AT2 cells displayed abundant glycogen, but fewer lamellar bodies and microvilli, indicating that they failed to differentiate (Fig. 1g). In addition, whereas AT1 cells in wild-type lungs covered the alveolar surface and exhibited a flattened morphology at E18.5 and P0, most AT1 cells in mutant lungs appeared densely packed and failed to flatten out, as observed by PDPN immunostaining (Fig. 1h). The numbers of distal airway epithelial cells including club cells and ciliated cells did not appear to be significantly altered between mutants and wild-type siblings (Supplementary Fig. 1g). Taken together, these results indicate that mutants exhibit disrupted lung epithelial and mesenchymal cell differentiation, resulting in abnormal AT1 cell morphology and defective saccular development.

### Identification of a missense mutation in the *Myh10* gene

To identify the causative mutation, we carried out whole-exome sequencing of mutant and wild-type siblings and identified a missense Leu-to-Arg mutation (c.T1373G;p.L458R) in the motor domain of NMHC II-B, which is encoded by the *Myh10* gene (Figs. 2a, d). Next, we performed genetic linkage analysis by genotyping 102 G4 and G5 mutant mice and found complete association between the lung phenotype and the *Myh10* mutation (Figs. 2b, c). We then performed a complementation test between the ENU-induced *Myh10* mutant and a *Myh10* null allele^22^. Trans-heterozygous mice exhibited the same lung and heart phenotypes as the *Myh10* global^27,28^ and ENU-induced mutants, indicating that the loss of *Myh10* function is responsible for the lung phenotype (Supplementary Fig. 3a, b). In addition, the localization of MYH10^L458R^ was different than that of MYH10^WT^ in cultured fibroblasts: while MYH10^WT^-Myc was localized as scattered punctae in stress fibers and lamellae^29^, MYH10^L458R^-Myc appeared dissociated from the actin bundles of stress fibers (Supplementary Fig. 3c). To quantify the expression levels of *Myh10* mRNA and protein in the P0 mutant lungs, we used reverse transcriptase-quantitative PCR (RT-qPCR), western blotting, and immunostaining. Expression of *Myh10* mRNA was not significantly altered in *Myh10*^*L458R/L458R*^ (hereafter *Myh10*^*-/-*^) lungs compared with *Myh10*^*+/+*^ and *Myh10*^*+/L458R*^ (hereafter *Myh10*^*+/-*^) lungs. However, MYH10 protein expression was dramatically reduced in *Myh10*^*-/-*^ lungs compared with *Myh10*^*+/+*^ and *Myh10*^*+/-*^ lungs (Supplementary Fig. 3d). These data suggest that possibly due to their inability to bind actin bundles, MYH10^L458R^ proteins are highly unstable and thus subsequently degraded. To test the expression pattern of *Myh10* in the developing lung, we performed in situ hybridization and immunostaining. At E13.5, *Myh10* transcripts were specifically detected in mesenchymal tissue in both whole-mount and cryosectioned lungs (Fig. 2e). At E16.5, *Tbx4*-positive mesenchymal cells^30^ co-expressed MYH10, whereas E-cad-positive epithelial cells did not (Figs. 2f, g). At E18.5, MYH10 expression colocalized with α-smooth muscle actin (α-SMA) and platelet derived growth factor receptor-beta (PDGFR-β) expression in the lung mesenchyme, but not with NG2, VE-cadherin, or PDPN expression (Fig. 2g, Supplementary Fig. 3e). These results indicate that in developing lungs, *Myh10* is specifically expressed in mesenchymal cells including myofibroblasts, lipofibroblasts, and smooth muscle cells but not in endothelial cells, pericyte-like cells, or epithelial cells.

**Fig. 2:**
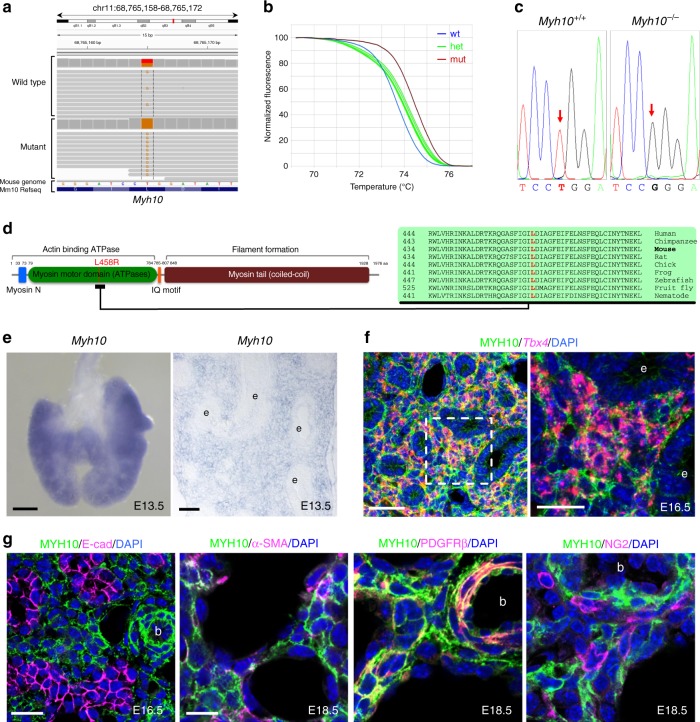
Isolation of the causative lesion and expression pattern of *Myh10*. **a** Integrative genomics viewer (IGV) snapshot of the c.T1373G mutation in *Myh10* (chr 11:68,765,165). **b** Normalized melting curves showing the *Myh10* mutation by high-resolution melting analysis (HRMA). **c** Chromatogram of two different genotypes of *Myh10* by Sanger sequencing. **d** Schematic diagram of MYH10 protein domains and the relative position of the L458 residue, which is conserved from worms to humans. **e** In situ hybridization for *Myh10* expression in E13.5 whole-mount and on cryosectioned lungs; e epithelium. **f** Double staining for *Tbx4* mRNA (red) and MYH10 protein (green) on E16.5 lung sections; e epithelium. **g** Immunostaining for MYH10, E-cadherin (marking epithelial cells), α-SMA (marking myofibroblasts and smooth muscle cells), PDGFR-β (marking myofibroblasts and smooth muscle cells), and NG2 (marking pericyte-like cells) on E16.5 and E18.5 lung sections; b blood vessel. Scale bars: 200 μm (**e** (left)), 50 μm (**e** (right), **f** (left)), 20 μm (**f** (right), **g** (left)), 10 μm (**g** (right))

### *Myh10* deficiency causes defects in ECM remodeling

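RNA from the left lung lobes of 2 *Myh10*+/+ and 2 *Myh10*-/- mice at E17 was sequenced, and the authors deposited the number of reads counted on each of 45706 Ensembl genes in each lung, without normalization. Before deposition, single-end reads of stranded mRNA libraries were trimmed with Reaper, aligned to GRCm38 with STAR and counted on exons with featureCounts, and reads that overlapped several genes or aligned to several regions were left out. The 2 *Myh10*+/+ lungs had 23156026 and 19116971 reads counted on genes, and the 2 *Myh10*-/- lungs had 27573824 and 32055306. The paper states 30 M to 50 M sequenced reads per library, and the values given here use the reads counted on genes. At least 1 read was counted on 24199 and 23699 genes in *Myh10*+/+ lungs and on 25027 and 25359 genes in *Myh10*-/- lungs. The 10 genes with the most reads took between 2.64% and 3.29% of the counts of a lung. The counts of the 2 *Myh10*+/+ lungs differed by more than sampling noise (chi-square per degree of freedom 7.30), as did those of the 2 *Myh10*-/- lungs (12.9), and every lung was treated as a separate replicate. Counts were normalized with the TMM method of edgeR and are given as CPM (counts scaled to a common library size), and the genotypes were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over the 18763 genes with a mean of at least 5 counts. Fold changes are *Myh10*-/- over *Myh10*+/+.

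*Myh10* was counted at 505 and 504 CPM in the *Myh10*+/+ lungs and at 539 and 513 CPM in the *Myh10*-/- lungs, a log2 fold change of 0.06 (standard error 0.06, adjusted p = 0.662), which did not pass the threshold of 0.05. The mutation replaces a single base, so the count of *Myh10* does not tell the genotypes apart. Among the fits with all 4 lungs, scaling by library totals moved this fold change most, to 0.08 (adjusted p = 0.542), and with each lung left out in turn it lay between 0.03 and 0.10. The lungs of each genotype are numbered 1 and 2. The deviations of same-numbered lungs from their genotype means had a correlation across genes of -0.214, where genes are not independent replicates. *Xist* was counted at 3916 CPM in *Myh10*+/+ lung 1 and 4457 CPM in *Myh10*-/- lung 2 but at 1.84 and 4.10 CPM in the other lungs, which had 182 and 198 CPM of the Y-linked gene *Ddx3y*. The test was therefore also fitted with the replicate number as a block and with the numbers crossed, lung 1 of one genotype paired with lung 2 of the other. For *Myh10* the log2 fold change was 0.06 with the replicate block (adjusted p = 0.603, paired differences 0.09 and 0.03) and 0.06 with the crossed block (adjusted p = 0.735, paired differences 0.02 and 0.10).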

To understand the molecular mechanisms of *Myh10* function during lung development, we analyzed the transcriptome of *Myh10*^*+/+*^ and *Myh10*^*-/-*^ lungs at the saccular stage. Many of the genes downregulated in *Myh10*^*-/-*^ lungs are known to participate in cell adhesion and contraction, as well as ECM remodeling (Supplementary Fig. 4a, Supplementary Data 1), prompting us to investigate the roles of NM II/MYH10 in this process. 

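Supplementary Data 1 describes its downregulated genes by an unadjusted p-value under 0.05 and a log2 fold change of 0.3, and by these criteria 666 of the 18763 tested genes were lower in *Myh10*-/- lungs. They were compared with lists of genes of cell adhesion (integrins, cadherins, claudins, and junction and focal adhesion genes), contraction (myosins, muscle actins, troponins and their regulators) and extracellular matrix (collagens, laminins, elastic fiber genes, metalloproteinases and their inhibitors), written from gene symbols, as the GO terms of the paper were not used here. Of 132 adhesion genes, 13 (9.85%) were among the lower genes, against 3.55% of all tested genes (odds ratio 3.01, p = 8.47e-04 from a two-sided Fisher's exact test). The contraction list had 17 of 80 genes among them (odds ratio 7.50, p = 2.32e-09 from the same exact test) and the matrix list 14 of 184 (odds ratio 2.26, p = 0.00735, exact test). With the replicate block, the exact test gave odds ratios of 2.86 (p = 0.00193), 7.80 (p = 1.33e-09) and 2.17 (p = 0.0125) for adhesion, contraction and matrix, and with the crossed block 2.81 (p = 0.00151), 7.55 (p = 8.05e-10) and 2.12 (p = 0.017). Apart from *Myh14*, every lower gene of the contraction list belongs to a list of striated muscle genes, such as *Myh6*, *Myl7* and *Tnnt2*. Without all genes of that list, which was drawn up after the values were seen, 1 of 46 contraction genes was among the lower genes, which moved the result most (odds ratio 0.603, exact test p = 1). Without the genes of a shorter list of cardiac and striated muscle genes, fixed before the values were seen, 8 of 66 contraction genes were among them (odds ratio 3.78, exact test p = 0.00226).

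All genes of each list were also tested as a set with camera, a competitive test from limma, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The median log2 fold change was -0.10 for adhesion (adjusted p = 1.04e-06, 94 genes lower and 38 higher), -0.08 for contraction (adjusted p = 1.03e-05, 53 lower and 27 higher) and -0.04 for matrix genes (adjusted p = 0.0297, 110 lower and 74 higher). With the replicate block, the adjusted p from camera was 4.75e-06 for adhesion, 2.12e-04 for contraction and 0.0513 for matrix genes (medians -0.10, -0.08 and -0.04). With the crossed block it was 4.96e-07, 1.68e-06 and 0.012 (medians -0.10, -0.08 and -0.04). The matrix set thus passed 0.05 with no block and with the crossed block but not with the replicate block. The correlation of same-numbered lungs was -0.718 across the genes with a mean of at least 250 counts and 0.112 without those on chromosomes X and Y. Between same-numbered lungs the median difference was -0.11 and -0.10 for adhesion, -0.05 and -0.07 for contraction and -0.01 and -0.07 for matrix genes. Between the crossed pairs it was -0.11 and -0.11, -0.05 and -0.10, and -0.05 and -0.04. The inter-gene correlation moved the p-values of adhesion and matrix genes most, and with the correlation estimated from the data no list passed, with an adjusted p of 0.0756 for adhesion, 0.0756 for contraction and 0.35 for matrix genes. The contraction set moved most without the genes of the longer striated muscle list, to a median of -0.02 (adjusted p = 0.266), and without those of the shorter list its median was -0.05 (adjusted p = 0.00977). A correction for GC content and exon length moved the median of the full contraction set to -0.03 (adjusted p = 5.04e-05). With each lung left out in turn, the median lay between -0.12 and -0.10 for adhesion, -0.09 and -0.05 for contraction and -0.06 and -0.03 for matrix genes.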

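Adjusted over all tested genes, 9 adhesion genes were lower and 1 was higher at an adjusted p-value under 0.05, and 6 contraction and 6 matrix genes were lower. Adjusted over each list alone, 33 adhesion, 15 contraction and 21 matrix genes passed. Positions below are on GRCm38. Among the adhesion genes, *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) had 162 ± 3.32 CPM (SD, n = 2) in *Myh10*+/+ lungs and 120 ± 4.53 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.44 (standard error 0.05, adjusted p = 0.0043). An antisense gene overlaps 511 bp of its exons, and whether the counting used strand is not stated, so this count is uncertain. *Podxl* (ENSMUSG00000025608, chromosome 6, 31519488 to 31563981) had 298 ± 13.1 CPM (SD, n = 2) in *Myh10*+/+ lungs and 231 ± 0.312 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.37 (standard error 0.05, adjusted p = 0.00743). For *Cdh1* (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246), which encodes E-cadherin, the log2 fold change was -0.30 (standard error 0.05, adjusted p = 0.0178), and *Jup* and *Emp2* fell by 0.27 and 0.39 on the log2 scale. The adhesion gene *Itgb8* rose by 0.59 (adjusted p = 0.0362).

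Among the contraction genes, *Myh14* had 263 ± 3.41 CPM (SD, n = 2) in *Myh10*+/+ lungs and 184 ± 0.791 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.52 (standard error 0.04, adjusted p = 4.99e-04). The other NM II heavy chain gene of the list with a lower count, *Myh9*, had 597 ± 17.4 CPM (SD, n = 2) in *Myh10*+/+ lungs and 523 ± 28.4 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.19 (standard error 0.07, adjusted p = 0.169) that did not pass the threshold. *Myh6* (ENSMUSG00000040752, chromosome 14, 54941921 to 54966927) had 59.0 ± 11.1 CPM (SD, n = 2) in *Myh10*+/+ lungs and 35.6 ± 3.64 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.73 (standard error 0.12, adjusted p = 0.0117), with 15.6% of its 75-base windows shared with *Myh7* and antisense genes. The log2 fold changes of *Myl7*, *Ryr2* and *Tnnt2* were -0.65, -0.44 and -0.57. Among the matrix genes, *Lamb3* (ENSMUSG00000026639, chromosome 1, 193207699 to 193343878) had 121 ± 2.76 CPM (SD, n = 2) in *Myh10*+/+ lungs and 94.1 ± 0.174 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.36 (standard error 0.05, adjusted p = 0.00981). *Timp3* (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506), an inhibitor of metalloproteinases, had 367 ± 30.8 CPM (SD, n = 2) in *Myh10*+/+ lungs and 277 ± 13.6 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -0.41 (standard error 0.06, adjusted p = 0.0108), but 35.7% of its windows also lie in *Syn3*, which is on the opposite strand, so its count is uncertain. *Spock2* and *Adamtsl2* fell by 0.74 and 0.32 on the log2 scale. *Spock2* and the adhesion gene *Emp2* are also in a list of AT1 genes, and *Cdh1* is in a list of epithelial genes. The adhesion and matrix lists were not tested without such genes. Among further lists tested with camera, interstitial matrix genes (adjusted p = 0.178) and metalloproteinases (adjusted p = 0.776) did not pass. Basement membrane genes, also tested with camera, were lower (median -0.10, adjusted p = 2.92e-05). The further lists were not tested with the inter-gene correlation estimated from the data. *Eln*, the gene of tropoelastin, had 2380 ± 83.5 CPM (SD, n = 2) in *Myh10*+/+ lungs and 1780 ± 24.7 CPM (SD, n = 2) in *Myh10*-/- lungs, and its log2 fold change of -0.42 (standard error 0.10, adjusted p = 0.072) did not pass the threshold. It passed in 8 of 16 fits, among them the crossed block (adjusted p = 0.00439), the Wald test of DESeq2 (adjusted p = 1.24e-10) and the fit without genes on chromosomes X, Y and MT (adjusted p = 0.00288), and not with the replicate block (adjusted p = 0.0615). *Fn1* and *Col1a1* had log2 fold changes of -0.03 (adjusted p = 0.902) and -0.04 (adjusted p = 0.869), within the spread between lungs. The adjusted p-value of *Icam1* was 0.00196 with the replicate block and 8.62e-04 with the crossed block, that of *Myh14* was 1.21e-04 with the replicate block and 1.70e-04 with the crossed block, and that of *Lamb3* was 0.00557 with the replicate block and 0.00519 with the crossed block. The paper assigns many of the lower genes to these processes, and from this it takes up the roles of NM II and MYH10 in ECM remodeling.

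**Figure D1:**
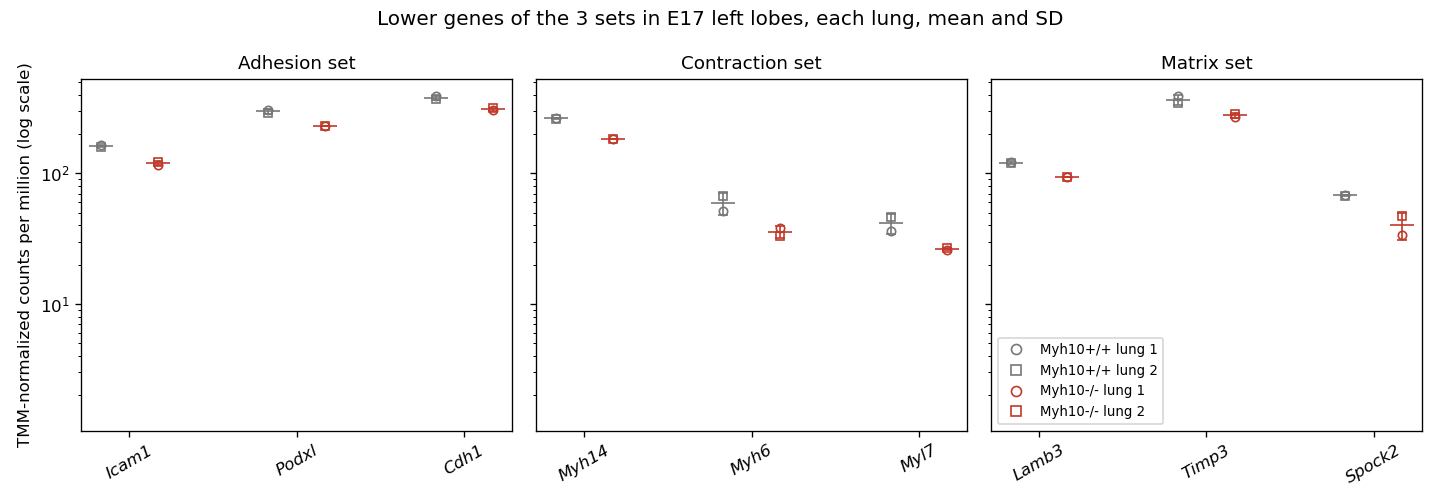
TMM-normalized CPM (log scale) in each E17 left lobe for the 3 genes of each list with the lowest adjusted p-values among those lower in *Myh10*-/- lungs. Circles are lung 1 and squares lung 2, gray for *Myh10*+/+ and red for *Myh10*-/-, and horizontal and vertical lines are the mean and SD (n = 2). Both *Myh10*-/- lungs lie below both *Myh10*+/+ lungs for every gene shown, for example *Myh14* at 184 and 183 CPM against 266 and 261 CPM.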

First, we examined the expression levels of several ECM components. Immunostaining and western blot data showed that expression of Fibronectin (FN), type I Collagen (COL I), and Tropoelastin, which form the interstitial ECM^31^, appeared significantly reduced in E18.5 *Myh10*^*-/-*^ lungs (Fig. 3a, Supplementary Fig. 4b). In contrast, expression of basement membrane (BM) ECM components^31^ type II (COL II) and type IV Collagen (COL IV), as well as that of Laminin, were not altered, suggesting that defects in MYH10 function affect the expression of proteins found in the interstitial ECM of alveoli but not of those in the alveolar BM (Supplementary Fig. 4d). However, RNA expression of *FN*, *Col I*, and *Tropoelastin* was unaltered in E18.5 *Myh10*^*-/-*^ lungs compared with wild-type lungs (Supplementary Fig. 4c). Using TEM, we analyzed ECM organization in the alveolar interstitium at E18.5. Mature elastic fibers were largely absent in the ECM of *Myh10*^*-/-*^ lungs, and elastic bundles appeared sparse and fragmented compared with the wild-type pattern (Fig. 3b). These data suggest that *Myh10* deficiency disrupts expression levels and localization of ECM components, including FN, Col I, and Elastin. MYH10 is known to mediate primary cilia formation in a human retinal pigmented epithelial (RPE1) cell line^32,33^. To test whether MYH10 regulates cilia formation in embryonic fibroblasts, we performed immunostaining for anti-acetylated α-tubulin to detect primary cilia. We found no obvious defects in cilia formation in *Myh10*-deficient fibroblasts compared with wild-type fibroblasts (Supplementary Fig. 4e). Moreover, expression of components of the Wnt, Sonic hedgehog (Shh), and fibroblast growth factor signaling pathways, which are involved in lung cell proliferation and differentiation^4,34^, was not altered in *Myh10*^-/-^ lungs compared with wild-type siblings (Supplementary Fig. 4f), indicating that these signaling pathways are not responsible for the phenotypes observed in *Myh10*-deficient fibroblasts and lungs.

**Fig. 3:**
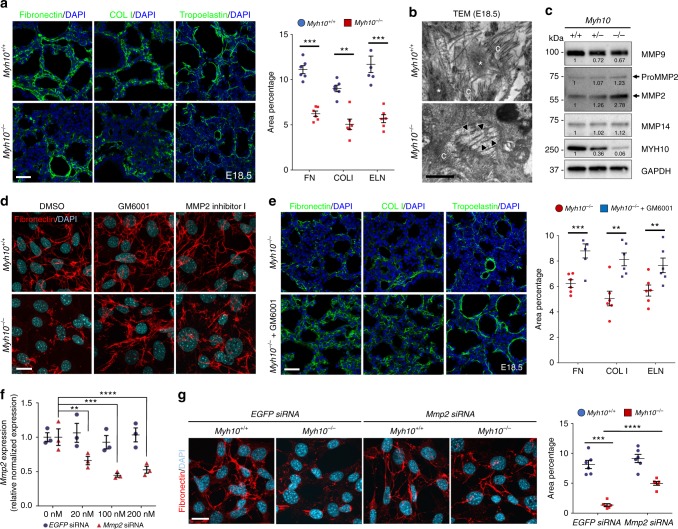
*Myh10* deficiency leads to disrupted ECM remodeling. **a** Immunostaining and quantification for Fibronectin, type I collagen (COL I), and Tropoelastin on *Myh10*^+/+^ (*n* = 10) and *Myh10*^*-/-*^ (*n* = 10) E18.5 lung sections. **b** Representative TEM images comparing elastic fibers in *Myh10*^+/+^ (*n* = 3) and *Myh10*^*-/-*^ (*n* = 3) E18.5 lungs. Asterisks and arrowheads point to bundles and fragmented bundles of elastic fibers, respectively; c collagenous fibrils. **c** Representative western blot (from three individual sets of lung lysates) of *Myh10*^+/+^, *Myh10*^+/-^, and *Myh10*^*-/-*^ lung lysates at E18.5. Values represent the densitometric ratio of *Myh10*^+/-^ and *Myh10*^*-/-*^ to *Myh10*^+/+^ after normalization to GAPDH. **d** Immunostaining (from five individual sets of cultured cells) for Fibronectin in DMSO, GM6001, or MMP2 inhibitor I-treated *Myh10*^+/+^ and *Myh10*^-/-^ embryonic fibroblasts. **e** Immunostaining and quantification for Fibronectin, COL I, and Tropoelastin on *Myh10*^*-/-*^ (*n* = 5) and GM6001-injected *Myh10*^*-/-*^ (*n* = 5) E18.5 lung sections. **f** Expression level of *Mmp2* in *EGFP* siRNA and *Mmp2* siRNA-treated *Myh10*^+/+^ embryonic fibroblasts (from three replicates and individual sets of cultured cells) by RT-qPCR. **g** Immunostaining and quantification for Fibronectin in *EGFP* siRNA and *Mmp2* siRNA-treated *Myh10*^+/+^ and *Myh10*^-/-^ embryonic fibroblasts. Error bars are means ± s.e.m. **P < 0.01, ***P < 0.001, ****P < 0.0001, two-tailed Student’s *t*-test. Scale bars: 30 μm (**a**, **e**), 20 μm (**d**, **g**), 500 nm (**b**)

### Excess MMP2 activity causes defective ECM remodeling

Metalloproteinases are a group of proteins essential for ECM remodeling, which includes members of the matrix metalloproteinase (MMP) and a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTS) family members^35–37^. During embryonic development, MMP2 is one of the most highly expressed metalloproteinases in the lung^38^. Through both MMP activity assays and western blotting, we found a dramatic increase of MMP2 activity in lysates of E18.5 *Myh10*^*-/-*^ lungs and of *Myh10*^*-/-*^ cultured fibroblasts compared with wild-type samples (Fig. 3c, Supplementary Fig. 5a, b). To test whether MMP inhibition could rescue the *Myh10* mutant phenotypes, we first treated wild-type and *Myh10* mutant embryonic fibroblasts^39^ with GM6001, a broad-spectrum MMP inhibitor^40^, and with the MMP2-specific inhibitor I^41^. Wild-type fibroblasts displayed well-organized, linear FN fibers; in contrast, only small aggregates of FN marked the cell surface of *Myh10*-deficient fibroblasts. Interestingly, the FN matrix defect was partially rescued by treatment with GM6001 or MMP2 inhibitor I (Fig. 3d, Supplementary Fig. 5c). Next, we administered GM6001 to pregnant females daily, covering a developmental time window from E16.5 to E18.5. This regimen was sufficient to partially rescue defective ECM remodeling in *Myh10*^*-/-*^ lungs (Fig. 3e). In addition, the FN matrix defect in *Myh10*^*-/-*^fibroblasts was partially rescued by small interfering RNA (siRNA)-mediated *Mmp2* knock-down (Figs. 3f, g). To investigate at which specific step *Myh10* regulates ECM production, we assessed the expression of elastin assembly components in *Myh10*-deficient lungs. The expression of *Fibrillin-1*/*Fbn1*, *Fibrillin-2*/*Fbn2*, *Fibulin-4*/*Fbln4*, *Fibulin-5*/*Fbln5*, *Lox*, and *Loxl1*^42,43^ was not significantly changed in E18.5 *Myh10*^*-/-*^ lungs compared with wild-type lungs (Supplementary Fig. 5d). Moreover, *Myh10* deficiency did not cause defects in FN assembly in fibroblasts (Supplementary Fig. 5e), altogether suggesting that *Myh10* does not directly control the expression, crosslinking, or assembly of ECM components in fibroblasts or developing lungs. Collectively, these results suggest that *Myh10* deficiency leads to increased MMP activity, which disrupts ECM remodeling in fibroblasts in vitro and in developing lungs in vivo.

To understand how MYH10 regulates MMP activation, we performed proteomic profiling of wild-type and mutant fibroblasts and detected lower levels of Thrombospondins (THBS1 and THBS2) in *Myh10*^*-/-*^ fibroblasts (Figs. 4a, b, Supplementary Data 2). THBSs are matricellular proteins that interact with MMPs to inhibit their activities^44–46^. Consistently, we found a dramatic decrease in THBS1 and THBS2 expression levels in cell lysates and conditioned media of mutant fibroblasts as well as in *Myh10*^*-/-*^ lungs (Fig. 4c, Supplementary Fig. 5f, g), further validating our proteomics results. Importantly, overexpression of *Thbs2* partially rescued the FN matrix defect in *Myh10*^*-/-*^ fibroblasts (Fig. 4d), indicating that MYH10 regulates MMP activation through THBS.

**Fig. 4:**
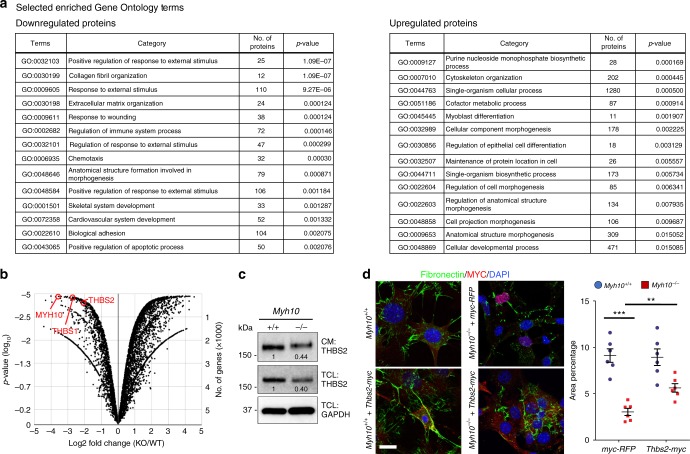
MYH10 modulates MMP activity by regulating THBS. **a** GO classification (all components with *P*-value < 0.05) of differentially expressed proteins between *Myh10*^+/+^ and *Myh10*^-/-^ fibroblasts. **b** Volcano plot of the log_2_ ratio of differentially expressed proteins between *Myh10*^+/+^ (*n* = 3) and *Myh10*^-/-^ (*n* = 3) fibroblasts. **c** Representative western blot (from three individual sets of cultured cells) for THBS2 from *Myh10*^+/+^ and *Myh10*^-/-^ fibroblasts. Values represent the densitometric ratio of *Myh10*^-/-^ to *Myh10*^+/+^ after normalization to GAPDH. CM, conditioned medium; TCL total cell lysate. **d** Immunostaining and quantification (from four individual sets of cultured cells) for fibronectin and Myc epitope of *Myh10*^+/+^ and *Myh10*^-/-^ fibroblasts transfected with *myc-RFP* or *Thbs2-myc*. Error bars are means ± s.e.m. **P < 0.01, ***P < 0.001, two-tailed Student’s *t*-test. Scale bar: 20 μm (**d**)

### *Myh10* function is required in lung mesenchymal cells

To determine which cells require *Myh10* function during mouse lung development, we utilized a floxed *Myh10*^*fl/fl*^ line^47^. First, we deleted *Myh10* expression in lung epithelial or endothelial cells by using *Shh-Cre* or *Tek-CreER*^*T2*^, respectively, and found no obvious breathing dysfunction or lung defects (Supplementary Fig. 6a–g). To test *Myh10* function in the lung mesenchyme, we crossed *Gli1-CreER*^*T2*^ with *Myh10*^*flox*^ mice (hereafter *Gli1*-*Myh10*^*cKO*^). By injecting tamoxifen into *Gli1*-*Myh10*^*cKO*^*;tdTomato* mice at E13.5-E15.5, we found that *Gli1*-positive cells did not overlap with E-cad-expressing epithelial cells in P0 lungs (Fig. 5a). *Gli1*-*Myh10*^*cKO*^ newborn pups exhibited respiratory distress and cyanosis (Fig. 5b). Floating lung assays from wild-type and *Gli1*-*Myh10*^*cKO*^ newborns showed that the mutant lungs failed to inflate with air at birth (Figs. 5c, d). The expression of *Myh10* mRNA and protein was dramatically decreased in *Gli1*-*Myh10*^*cKO*^ lungs as compared with wild-type and heterozygous littermates (Supplementary Fig. 7a, b). *Gli1*-*Myh10*^*cKO*^ mice also exhibited alveolar collapse, with no apparent cardiac defects (Fig. 5e, Supplementary Fig. 7c). *Gli1*-*Myh10*^*cKO*^ lungs exhibited an increased number of proliferating epithelial (NKX2-1/PCNA double positive) and mesenchymal (NKX2-1-negative/PCNA-positive) cells, as well as an increased number of AT2 cells (SFTPC-positive), as clearly in the ENU-induced allele (Figs. 5f, g). Finally, *Gli1*-*Myh10*^*cKO*^ lungs exhibited clearly decreased FN staining intensity, as well as truncated and disorganized elastin fibers (Fig. 5h). In summary, mesenchyme-specific loss of *Myh10* led to lung defects that were observed in the global *Myh10* knockout, as well as in the ENU-induced *Myh10*^*L458R*^ allele. These results indicate that *Myh10* is specifically required in lung mesenchyme to promote ECM remodeling and cell differentiation.

**Fig. 5:**
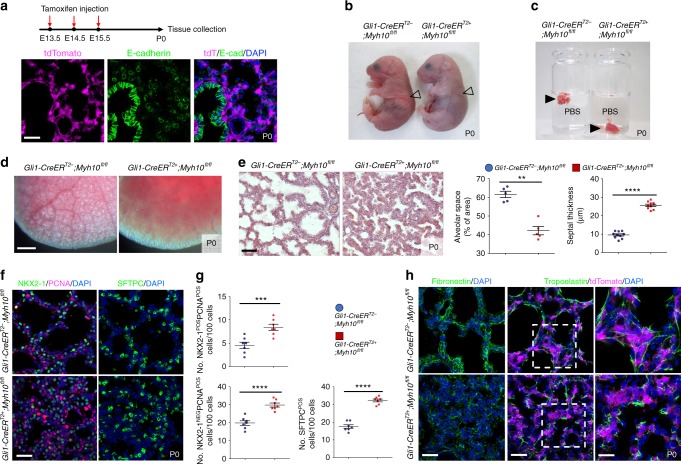
Mesenchyme-specific *Myh10* deletion disrupts lung development. **a** Diagram indicating time points of tamoxifen injections and tissue collection. Immunostaining for E-cadherin in *Gli1-Cre*^*ERT2*^*;ROSA26*^*tdTomato*^ P0 lungs. **b** Gross morphology of wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P0 mice. Arrowheads point to inflated (left) and non-inflated lungs (right). **c** Floating assay for wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P0 lungs. **d** Representative pictures of distal lung from wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P0 mice. **e** H&E staining and morphometric analysis of alveolar space and septal thickness in wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) lungs at P0. **f** Immunostaining for NKX2-1, PCNA, and SFTPC in wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P0 lungs. **g** Quantification of cell proliferation and differentiation in wild-type and *Gli1-Myh10*^*cKO*^ P0 lungs. **h** Immunostaining for fibronectin, tropoelastin, and tdTomato in wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P0 lungs. Error bars are means ± s.e.m. **P < 0.01, ***P < 0.001, ****P < 0.0001, two-tailed Student’s *t*-test. Scale bars: 500 μm (**d**), 50 μm (**e**), 30 μm (**a**, **f**, **h** (left, middle)), 15 μm (**h** (right))

### *Myh10* is required for lung alveologenesis

As MYH10 is still highly expressed in mesenchymal tissues throughout postnatal and adult stages (Supplementary Fig. 3e), we investigated *Myh10* function during lung maturation and homeostasis. To test the role of *Myh10* in alveologenesis, we deleted *Myh10* in mesenchymal cells at early postnatal stages before secondary septae formation^1,2,5^ (Supplementary Fig. 7d). By injecting tamoxifen into *Gli1*-*Myh10*^*cKO*^*;tdTomato* mice at P0, we found that tdTomato-expressing cells did not overlap with E-cad-expressing epithelial cells in P7 lungs (Supplementary Fig. 7d–f). *Gli1*-*Myh10*^*cKO*^ mice displayed a simplified, dilated alveolar structure and shorter secondary septae compared with wild-type siblings (Figs. 6a, b). Furthermore, FN expression was significantly decreased, and elastin fibers appeared disorganized and truncated (Fig. 6c), suggesting that *Myh10* is also required for secondary septation through ECM remodeling during postnatal lung development.

**Fig. 6:**
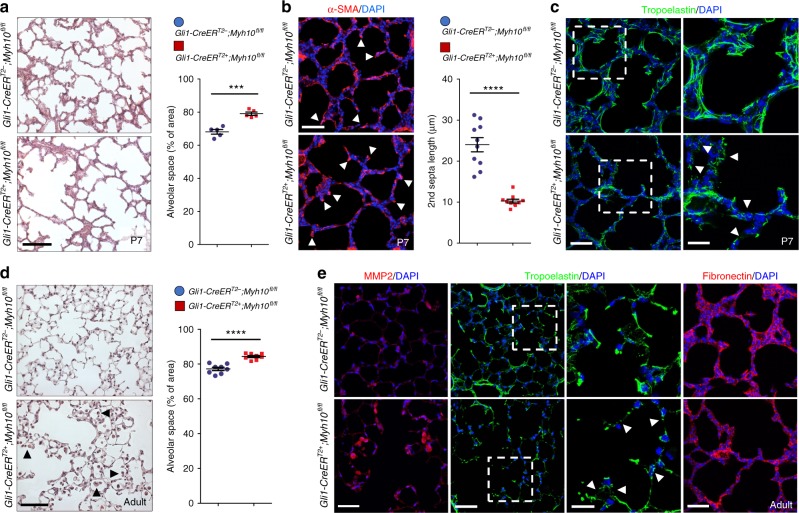
*Myh10* deficiency causes emphysema-like phenotypes. **a** H&E staining of wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P7 lungs. Quantification of alveolar space in wild-type and *Gli1-Myh10*^*cKO*^ P7 lungs. **b** Immunostaining for α-SMA in wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P7 lungs. Arrows point to secondary septae. Quantification of secondary septae length in wild-type and *Gli1-Myh10*^*cKO*^ P7 lungs. **c** Immunostaining for Tropoelastin in wild-type (*n* = 10) and *Gli1-Myh10*^*cKO*^ (*n* = 8) P7 lungs. Arrowheads point to truncated elastin fibers. **d** H&E staining and morphometric analysis of alveolar space in wild-type (*n* = 8) and *Gli1-Myh10*^*cKO*^ (*n* = 6) adult lungs. Arrowheads point to macrophages. **e** Immunostaining for MMP2, tropoelastin, and fibronectin in wild-type (*n* = 8) and *Gli1-Myh10*^*cKO*^ (*n* = 6) adult lungs. Arrowheads point to truncated elastin fibers. Error bars are means ± s.e.m. ***P < 0.001, ****P < 0.0001, two-tailed Student’s *t*-test. Scale bars: 50 μm (**a**, **d**), 30 μm (**b**, **c** (left), **e** (left, right)), 15 μm (**c** (right), **e** (middle))

To test whether *Myh10* participates in lung homeostasis, we deleted *Myh10* in the mesenchymal tissue of adult mice (Supplementary Fig. 7g). *Gli1*-*Myh10*^*cKO*^*;tdTomato* mice were injected with tamoxifen at 2 months, and tdTomato expression was detected in lung mesenchymal cells 1 month later, consistent with previous observations^48^ (Supplementary Fig. 7g, h). At this stage, *Gli1*-*Myh10*^*cKO*^ mice exhibited disrupted septae and enlarged alveolar spaces, accompanied by macrophage accumulation in the alveolar interstitium and alveolar spaces (Fig. 6d and Supplementary Fig. 7i). Moreover, slightly increased numbers of apoptotic cells were observed in *Gli1*-*Myh10*^*cKO*^ lungs compared with wild-type siblings (Supplementary Fig. 7j). The expression of MMP2 was significantly increased in alveolar interstitial tissues, as well as in macrophages in *Gli1*-*Myh10*^*cKO*^ lungs compared with wild-type siblings (Fig. 6e), suggesting that upregulated MMP2 in the alveolar interstitium and in macrophages, as well an increased number of macrophages, might be involved in alveolar simplification of *Myh10*-deficient adult lungs. Whereas wild-type lungs displayed a well-organized elastin network, *Gli1*-*Myh10*^*cKO*^ lungs showed decreased elastin deposition and truncated and disorganized elastin fibers (Fig. 6e), suggesting that *Myh10* continues to be required to maintain the elastin fiber network and alveolar structure during lung homeostasis.

### MYH10 is downregulated in emphysematous lungs

As the conditional knockout phenotype in adult mice is histologically reminiscent of emphysema, we first measured the expression levels of MYH10 protein in human lung samples from healthy donors and emphysema patients. We found significantly downregulated MYH10 expression in lungs of emphysema patients when compared with healthy donor lungs (Figs. 7a, b). Next, we characterized MYH10-expressing cells in human lungs by immunostaining. Similar to MYH10 expression in mouse embryonic and adult lungs, MYH10-expressing human cells did not overlap with NKX2-1-expressing epithelial cells in the alveolar interstitium (Fig. 7c). MYH10 was strongly detected in smooth muscle cells surrounding blood vessels (Fig. 7d). We next analyzed MYH10 expression in human lung samples from 13 patients with emphysema and 7 healthy donors. In healthy lungs, MYH10 was expressed in smooth muscle cells and mesenchymal cells of the alveolar interstitium. In contrast, in emphysematous lungs, MYH10 levels were strongly reduced in smooth muscle cells and moderately reduced in the alveolar interstitium (Fig. 7e, Supplementary Fig. 8a, b). Overall, MYH10 was downregulated in 10 (77%) of the 13 emphysematous specimens (Supplementary Table 1). Taken together, these data indicate that *MYH10* not only has a critical function in lung alveologenesis, but that it may also play a protective role against the occurrence of emphysema.

**Fig. 7:**
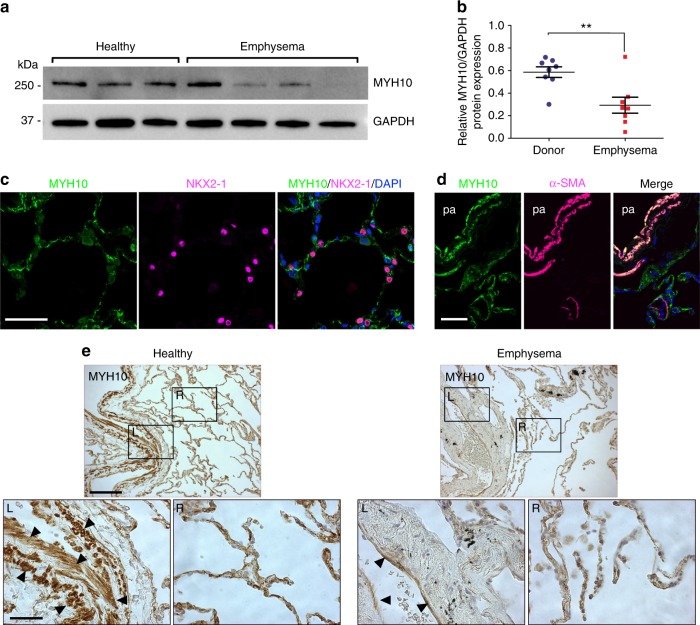
MYH10 is upregulated in emphysematous human lungs. **a** Representative western blot for human MYH10 of lung tissues from healthy donors (three individuals) and emphysema patients (four individuals). **b** Quantification of MYH10 expression of lung tissues from healthy donors (three individuals) and emphysema patients (four individuals). **c** Immunostaining for MYH10 and NKX2-1 in adult human lungs. **d** Immunostaining for MYH10 and α-SMA in adult human lungs. pa, pulmonary artery. **e** Immunostaining for MYH10 in healthy control and emphysema patient lungs. Arrowheads point to smooth muscle cells. L left, R right. Error bars are means ± s.e.m. **P < 0.01, two-tailed Student’s *t*-test. Scale bars: 100 μm (**e** (top)), 50 μm (**c**, **d**), 30 μm (**e** (bottom))

## Discussion

Here, we identified a mutation in the mouse *Myh10/NM II-B* gene through an ENU mutagenesis screen and determined its role during lung development and alveologenesis, through a molecular mechanism involving MMP-mediated ECM remodeling. *Myh10* mutant lungs display defects in: (1) ECM remodeling and cell proliferation during the canalicular stage, and (2) distal epithelial cell differentiation, AT1 cell morphogenesis, and interstitial remodeling/tissue morphogenesis during the saccular stage. As a consequence, mutant pups exhibit alveolar collapse and respiratory distress, and die shortly after birth (Supplementary Fig. 9a).

Our results implicate *Myh10* in the maintenance of lung ECM components. The ECM is a three-dimensional, dynamic structure that is constantly remodeled to control tissue homeostasis. Dynamic remodeling of the ECM is essential for organ development and homeostasis and its dysregulation can result in pathological conditions. Thus, proteins involved in ECM degradation and modification, including MMPs, are essential for metazoan development^35,36^. ECM-remodeling MMPs are tightly regulated at the transcriptional, post-transcriptional, and post-translational levels. Examples of biological processes regulating MMP expression and/or function include mechanical forces and actomyosin contractility. Based on our mass spectrometry-based proteomic analysis, we propose a Myosin-dependent regulation of MMP2, which involves another ECM molecule, THBS. Secretion of THBSs and their distribution in the ECM has been shown to be regulated by the actin cytoskeleton. Elevated ECM deposition of THBS1 or THBS2 is associated with increased tissue stiffness, such as in fibrosis and atherosclerotic plaques^49,50^. Interestingly, in these contexts, intracellular tensile forces (contractility) are also increased^50^, suggesting a reciprocal system by which THBS can modulate the actomyosin network. Our results implicate *Myh10* in the maintenance of lung ECM components. The structural actomyosin network defects caused by the loss of *Myh10*^51,52^ is likely to inhibit the secretion of THBS, in turn leading to de-repression of MMP activity, and disrupted ECM remodeling (Supplementary Fig. 9b). Thus, we propose a signaling axis controlling ECM homeostasis through the actomyosin network, THBSs and MMPs. Although our data point to a critical role for MYH10/THBS/MMP signaling in ECM remodeling during lung development and homeostasis, how the actomyosin network regulates extracellular deposition of THBS via MYH10 function will require further investigation.

Our study also uncovers a potential link between loss of MYH10 and COPD. COPD is a common disease worldwide, associated with high morbidity, and characterized by progressive airflow obstruction that is poorly reversible, airway inflammation, and systemic effects^15,16^. The main risk factor for the development of COPD is smoking, but other factors such as air pollutants and genetic determinants have been identified. Pulmonary emphysema, a key symptom of COPD, results from the enzymatic destruction of lung ECM components including elastin and collagen, thereby decreasing tissue stiffness and stability^53–55^. Tissue stiffness has been shown to induce actin cytoskeleton reorganization and contractility, which in turn induces matrix rigidity, and modulates cell adhesion, migration, division, and differentiation^56,57^. In our study, we observed that downregulation of MYH10 expression in human emphysema correlates with disease progression, and *Myh10*-deficient mice display emphysematous lungs, supporting the notion that *Myh10* deficiency might lead to progressive destruction of the lung mesenchyme. Moreover, two genome-wide studies have reported mutations and reduced expression of two actomyosin-related genes, *Myosin ID* (*MYO1D*)^58^ and *Myosin Light Chain Kinase* (*MYLK*)^59^ in emphysematous human lungs, thus strengthening the relevance of our model.

Excess MMP activity in lungs is known to be associated with pulmonary diseases including COPD, acute respiratory distress syndrome, sarcoidosis, and tuberculosis^60,61^. In COPD, MMPs are upregulated and their inhibition prevents disease progression in animal models^62,63^. In the present study of *Myh10* deficiency during lung development and homeostasis, excess MMP2 activity and consequent defective ECM remodeling partially recapitulate the pathophysiological features of human COPD, especially emphysema. Although mutations in the *MYH10* locus have not yet been implicated in the pathogenesis of COPD, further studies are required to investigate possible correlations between NM II/MYH10 and COPD pathology. Our results from animal models and human patients suggest that structural alterations of the actomyosin network by loss of *Myh10* function contribute to the pathogenesis of emphysema. We propose MYH10 as a diagnostic tool for COPD and introduce a mouse model to enable further investigation into the etiology of, and therapeutic approaches for, this disease.

## Methods

### Mouse ENU mutagenesis

ENU-injected C57BL/6 males were obtained from Dr. Monica Justice (Baylor College of Medicine, Houston, TX) ^64^ and crossed with C57BL/6 females to generate G1 males (*N* = 170). G1 males were subsequently crossed with C57BL/6 females to generate G2 females, which were backcrossed to G1 males to generate G3 pups. G3 litters were screened for lung and tracheal malformations from P0 to P7^65^. Genomic DNA from mutant mice and their littermates was isolated for whole-exome sequencing.

### Mouse strains

The following mouse lines were kindly provided for our study: *Myh10-*flox by Dr. Robert Adelstein; *Shh-Cre* and *Gli1-CreER*^*T2*^*;ROSA26*^*tdTomato*^ by Dr. Saverio Bellusci; *Tek-CreER*^*T2*^ by Dr. Stefan Offermanns; and *CMV-Cre* by Dr. Thomas Braun. Tamoxifen (Sigma) was dissolved in corn oil at 50 mg/ml and intraperitoneally injected at the indicated developmental stages and frequencies. GM6001 (TOCRIS, catalog no.: 2983) was dissolved in dimethylsulfoxide (DMSO), and fresh dilutions in saline to a total volume of 200 μl were prepared immediately before administration to pregnant females. Intraperitoneal injection of GM6001 (100 mg/kg) was performed once daily from E16.5 and lung tissues were collected from E18.5 embryos (Fig. 3e). All animal care and use procedures in this study were approved by the local animal ethics committee (Regierungspräsidium Darmstadt, Hessen, Germany). All animal studies have been carried out in adherence to the relevant ethical guidelines.

### Whole-exome sequencing and genotyping

For whole-exome sequencing, genomic DNA samples were extracted from two wild-type and two mutant pups according to standard protocols. The whole-exome sequencing was performed by the Beijing Genomics Institute (BGI). Genomic DNA was captured using Agilent SureSelect Biotinylated RNA Library (BAITS) and loaded on a HiSeq2000 platform for sequencing. Sequence reads were aligned to the C57BL/6J mouse reference genome (mm10) and analyzed using CLCBio Genomic Workbench and GATK software. Single-nucleotide polymorphisms (SNPs) were called using the GATK haplotype caller, closely following the GATK best practices. Briefly, aligned reads were de-duplicated and re-aligned to all exonic sequences from the Gencode genome annotation (version vM4), taking into account known variants from DBsnp. After base re-calibration, SNP calling was performed within exons, allowing a padding of 100 bp into flanking introns. Variant calls were annotated to known SNPs from DBsnp (version 142) and the functional relevance of variant calls was predicted using Annovar. Next, calls from wild-type mice were merged (unified), while calls from mutant mice were intersected. Intersecting calls were classified as mutant/homozygous if the corresponding wild-type call was heterozygous/absent or as mutant/heterozygous if there was no corresponding wild-type call. For genotyping, an Eco Real-Time PCR System (Illumina) was used for PCR reactions and high-resolution melt analysis. PCR reaction conditions were as follows: 95 °C for 15 s, 40 cycles of 95 °C for 2 s, 60 °C for 2 s, and 72 °C for 2 s. Following PCR, a high-resolution melt curve was generated by collecting SYBR-green fluorescence data in the 65–95 °C range. The analyses were performed on normalized derivative plots. 

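On GRCm38, *Myh10* has 41 exons in its Ensembl transcript ENSMUST00000102611, which encodes 1976 amino acids. Exon 12 is a coding exon of 153 bp on chromosome 11 from 68765041 to 68765193, on the plus strand. The mutation T1373G, with positions counted from the first base of the coding sequence, lies in this exon at 68765165. In the codon of L458R it is base 2, and it changes the reference codon CTG, for leucine, to CGG, for arginine. The reference sequence with 20 bases on either side of the mutated base is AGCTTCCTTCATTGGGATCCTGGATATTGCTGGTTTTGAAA. The forward genotyping primer TGGATAGGACCAAACGCCAG has a single match in the transcript, within exon 12 from 68765123 to 68765142, and ends 23 bases before the mutated base. The reverse complement of the reverse primer GGAGAGAGTTGAGGAATACCTC matched none of the 10 annotated *Myh10* transcripts, and intron sequence was not analysed here.

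**Figure D2:**
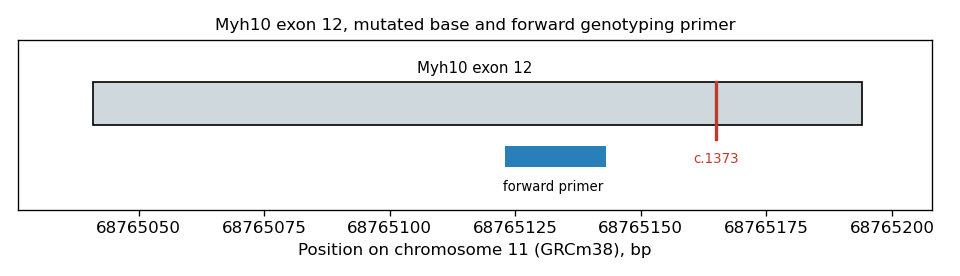
Map of *Myh10* exon 12 (gray box) along chromosome 11 of GRCm38, in bp, with the base mutated by T1373G (red line, at 68765165) and the forward genotyping primer (blue box, 68765123 to 68765142). The primer lies upstream of the mutated base in the same exon.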

The following primers were used: *Myh10* (exon 12) forward 5ʹ-TGGATAGGACCAAACGCCAG-3ʹ and *Myh10* (exon 12) reverse 5ʹ-GGAGAGAGTTGAGGAATACCTC-3ʹ.

### Plasmids

Total RNA and complementary DNA (cDNA) were obtained from E13.5 lungs using TRIzol reagent (Life Technologies) and Superscript III reverse transcriptase (Life Technologies), respectively, according to manufacturer’s instructions. cDNA encoding the MYH10 (NCBI Acc. No. NM_175260) wild-type and MYH10^L458R^ proteins was PCR amplified using total cDNA from E13.5 lungs as a template. PCR fragments were cloned into the pcDNA3.1-Myc-His vector at the *Hind*III site using the Cold Fusion Cloning Kit (System Biosciences). *Thbs2* (NCBI Acc. No. NM_011581) cDNA was PCR amplified using total cDNA from E18.5 lungs as a template. PCR fragments were ligated to the pcDNA3.1-Myc-His vector at *Xho*I/*Eco*RI sites. The following primers were used: *Myh10* forward 5ʹ-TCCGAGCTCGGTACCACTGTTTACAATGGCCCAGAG-3ʹ and *Myh10* reverse 5ʹ-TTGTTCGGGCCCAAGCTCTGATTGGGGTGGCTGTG-3ʹ; *Thbs2* forward 5ʹ-AGGTCGACGTCACAGGTGGAGACAAGATG-3ʹ and *Thbs2* reverse 5ʹ-TGGAATTCTCGAGGCATCTCTGCACTCA-3ʹ. To synthesize RNA probes for in situ hybridization, cDNA was PCR amplified using total cDNA from E13.5 lungs as a template. PCR fragments were cloned into the pGEM T-easy vector (Promega). The following primers were used: *Myh10* forward 5ʹ-GTACAGAAAGCCCAGACCAAAGA-3ʹ and *Myh10* reverse 5ʹ-TTCTTCATCAGCCACTCATCTGC-3ʹ; *Tbx4* forward 5ʹ-CTTCTACCACTGCCTGAAGCGT-3ʹ and *Tbx4* reverse 5ʹ-AGTCTCGTCATCCATCGGTCCA-3ʹ.

### In situ hybridization and immunohistochemistry

In situ hybridization was performed according to standard procedures. Digoxigenin-labeled RNA probes for *Myh10* and *Tbx4* (NCBI Acc. No. NM_011536) were used. Hybridization and probe washes were performed at 70 °C. Immunohistochemistry was performed according to a standard protocol. The following antibodies and dilutions were used for immunostaining: acetylated α-tubulin (Sigma, 1:5000), CGRP (Abcam, 1:5000), cleaved caspase 3 (Cell Signaling, 1:500), c-Myc (Santa Cruz Biotechnology, 1:500), Col I (Abcam, 1:500), Col II (Santa Cruz Biotechnology, 1:100), Col IV (Abcam, 1:500), E-cad (Santa Cruz Biotechnology, 1:500), FN (Abcam, 1:1000), HOPX (Santa Cruz Biotechnology, 1:200), Isolectin B4, FITC-conjugate/IsoB4 (Sigma, 1:500), Laminin (Sigma, 1:1000), LAMP3 (1:100, Imgenex), MMP2 (Millipore, 1:500), MYC (Santa Cruz Biotechnology (9E10), 1:1000), MYH10 (Sigma, 1:500), NG2 (Millipore, 1:500), NKX2-1 (Santa Cruz Biotechnology, 1:200), PCNA (DAKO, 1:200), PDGFR-β (R&D Systems, 1ː200), PDPN/T1α (Developmental Studies Hybridoma Bank, 1:20), PECAM/CD31 (Developmental Studies Hybridoma Bank, 1:1), phalloidin, rhodamine-conjugate (ThermoFisher, 1:1000), phospho-histone H3 (Cell Signaling, 1:1000), RAGE (R&D Systems, 1:200), SCGB1A1/CC10 (Millipore, 1:1000), SFTPC/ProSP-C (Millipore, 1:1000), α-SMA (Sigma, 1:1000), THBS1 (Santa Cruz Biotechnology, 1:200), THBS2 (Santa Cruz Biotechnology, 1:200), tropoelastin (Abcam, 1:1000), and VE-cadherin (BD Biosciences, 1:500).

### RT-qPCR and western blot analysis

Total RNA and cDNA were obtained from fetal and postnatal lungs using TRIzol reagent (Invitrogen) and Superscript III reverse transcriptase (Invitrogen), respectively, according to the manufacturer’s instructions. For quantitative reverse transcription PCR, the CFX Connect Real-Time system (Bio-Rad) and DyNAmo colorFlash SYBR green qPCR kit (ThermoFisher Scientific) were used. The primer sequences used for qPCR are shown in Supplementary Table 2. The Ct values are shown in Supplementary Table 3. For western blots, protein extracts were prepared from fetal and postnatal lungs by using NP-40 buffer (150 mM NaCl, 1.0 % NP-40, 50 mM Tris pH 8.0, 1 mM phenylmethane sulfonyl fluoride). Western blotting was performed according to standard protocols. Primary antibodies were incubated overnight at 4 °C in 3% skim milk. The following antibodies were used: α-actin (Sigma, 1:2000), Col I (1:2000), GAPDH (Cell Signaling, 1:2000), FN (1:2000), MMP2 (Millipore, 1:2000), MMP9 (Millipore, 1:2000), MT1-MMP/MMP14 (Santa Cruz Biotechnology, 1:500), MYH10 (1:2000), THBS2 (1:500), and tropoelastin (1:2000). All uncropped images related to western blotting data are available in Supplementary Fig. 10.

### Histology and head skeletal staining

Whole lungs were fixed in 4% formaldehyde, embedded in paraffin, and sectioned at a thickness of 5 μm. For cryosections, fixed tissues were embedded in optimal cutting temperature (OCT) compound and 10 μm thick coronal sections were collected. Hematoxylin and eosin (H&E) and PAS staining were performed according to standard protocols. For head skeletal staining, newborn mice were deskinned, dehydrated in 95% ethanol for 1 day and acetone for 1 day. Skeletons were stained with 0.03% alcian blue (Sigma) and 0.005% Alizarin red (Sigma). After staining, samples were cleared in 2% potassium hydroxide and transferred to 50% glycerol for 2 days.

### TEM

For TEM analysis, tissues were fixed in 3% glutaraldehyde, followed by 4% osmium tetraoxide (OsO_4_) in 0.1 mM sodium cacodylate buffer (pH 7.4). After dehydration in ethanol and propylene oxide, the samples were embedded in Epon 812. Ultrathin sections were cut with a diamond knife and stained with uranyl acetate and lead citrate, and examined with a JEM1400 electron microscope (JEOL).

### Cell culture, chemical treatments, and transfections

NIH3T3 cells and *Myh10* null mouse embryonic fibroblasts were provided by Dr. Stefan Offermanns and Dr. Robert S. Adelstein, respectively. Embryonic fibroblasts, and NIH3T3 cells were maintained at 37 °C in a 5% CO_2_ incubator in Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 10% fetal bovine serum, 50 g/ml streptomycin, 50 U/ml penicillin, and 250 ng/ml amphotericin B. Cells were treated with DMSO, Blebbistatin (10 μM), GM6001 (10 μM), and MMP2 inhibitor I (Santa Cruz Biotechnology, SC-204092, 10 μM) at 37 °C in a 5% CO_2_ incubator for 24–48 h. Transfection was performed using Lipofectamine 2000 transfection reagent (ThermoFisher Scientific) according to manufacturer’s instructions.

### MMP activity assays

For gelatin zymography, lung tissues were homogenized in homogenization buffer (50 mM Tris-HCl, 0.5% Triton X-100, pH 7.4) and supernatant containing gelatinases was collected following centrifugation. For the MMP activity assay, a standard commercial assay kit (Abcam) was used to detect the general activity of MMPs in *Myh10* null and wild-type mouse embryonic fibroblasts according to manufacturer’s instructions. Cells were cultured at 37 °C in a 5% CO_2_ incubator in serum-free DMEM for 48 h. Cell lysates and conditioned media were incubated with a fluorescent substrate and fluorescence was measured using a fluorescence microplate reader (FLUOstar Omega, BMG LABTECH).

### siRNA knockdowns

siRNAs for *EGFP* (EHUEGFP, Sigma) and *Mmp2* (EMU04861, Sigma) were transfected using RNAiMAX transfection reagent (13778, Life Technologies) according to the manufacturer’s instructions.

### FN assembly assay

*Myh10* null and wild-type mouse embryonic fibroblasts were cultured for 24 h in complete growth medium. Cells were then kept for 24 h in starvation medium and scraped into 2% Deoxycholate (DOC) lysis buffer. DOC-soluble material was removed, and sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) sample buffer was added to these lysates. DOC-insoluble material was resuspended in solubilization buffer and treated with SDS-PAGE sample buffer. All samples were boiled for 5 min before western blot analysis.

### Transcriptomic analysis (RNAseq)

For RNAseq, total RNA was isolated from E17 lungs (left lobes) of two *Myh10*^*+/+*^ and two *Myh10*^*-/-*^ mice using Trizol (Life Technologies) combined with on-column DNase digestion (TURBO DNAse, Ambion) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with a BioAnalyzer 2100 (Agilent) or LabChip Gx Touch 24 (Perkin Elmer). In all, 3 µg of total RNA was used as input for Truseq Stranded mRNA Library preparation following the low sample protocol (Illumina). Sequencing was performed on a NextSeq500 instrument (Illumina) using v2 chemistry, resulting in 30 M–50 M reads per library, with 1 × 75 bp single-end setup. The resulting raw reads were assessed for quality, adapter content, and duplication rates with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reaper version 15-065 was employed to trim reads after a quality drop below a mean of Q20 in a window of 20 nucleotides. Only reads between 15 and 75 nucleotides were considered for further analyses. Trimmed and filtered reads were aligned to the Ensembl mouse genome version mm10 (GRCm38) using STAR 2.4.0a with the parameter “--outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10%. The number of reads aligning to genes was counted with the featureCounts 1.5.1 tool from the Subread package. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes (DEGs) were identified using DESeq2 version 1.14.1. 

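At an adjusted p-value under 0.05 from the quasi-likelihood test of edgeR, 308 genes differed between *Myh10*-/- and *Myh10*+/+ lungs, of which 252 were lower and 56 higher in *Myh10*-/- lungs. With library totals in place of TMM normalization, which moved the median log2 fold change of all genes to 0.02, 346 genes passed, of which 67.6% were lower, against 81.8% with TMM. Of the 308 genes, 16 also had an absolute log2 fold change of at least 1, 14 of them lower and 2 higher. With the Wald test of DESeq2, 351 genes passed the adjusted p-value and 2 of them the fold change, and with its prior on fold changes (betaPrior), 352 genes passed the adjusted p-value and 0 the fold change, while 1778 genes had an unadjusted p-value under 0.05. DESeq2 gave no adjusted p-value to some genes with few counts, such as *Ccl20*, *Chil1* and *Car4*, and these were counted as not passing. With the replicate block, 710 genes passed the adjusted p-value (466 lower and 244 higher), among them all 308 genes found without it, and 20 also passed the fold change. With the crossed block, 415 genes passed (320 lower and 95 higher), 283 of them shared with the fit without a block, and 26 also passed the fold change. Without the genes on chromosomes X and Y, the correlation of same-numbered lungs was -0.019 across 18114 genes. The filter moved the count most, and with every gene with at least 1 count tested, 1162 genes passed the adjusted p-value. Of the 949 readable genes of Supplementary Data 1, all had a fold change in the same direction here, and 279 of the 308 genes were among them.

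The largest falls among genes with an adjusted p-value under 0.05 were in *Ccl20* (0.979 ± 0.397 CPM (SD, n = 2) in *Myh10*+/+ lungs and 0.116 ± 0.0120 CPM (SD, n = 2) in *Myh10*-/- lungs, log2 fold change -2.99 (standard error 0.54, adjusted p = 0.0196)), *Chil1*, *Car4*, *Scd1* and *S100g*. *Chil1* (ENSMUSG00000064246, chromosome 1, 134182176 to 134190181) had 17.9 ± 2.37 CPM (SD, n = 2) in *Myh10*+/+ lungs and 4.27 ± 1.56 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -2.05 (standard error 0.18, adjusted p = 4.99e-04). *Scd1* (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879), which shares 3.24% of its windows with other *Scd* genes, had 153 ± 16.1 CPM (SD, n = 2) in *Myh10*+/+ lungs and 47.0 ± 15.2 CPM (SD, n = 2) in *Myh10*-/- lungs, a log2 fold change of -1.70 (standard error 0.15, adjusted p = 4.99e-04). The fall of *Scd1* passed 0.05 in 15 of 16 fits, and not in the quasi-likelihood fit of edgeR with robust = TRUE (adjusted p = 0.229). *Car4* and *S100g* had log2 fold changes of -1.77 and -1.45. The fall of *Ccl20* rested on few reads, 16 and 24 in *Myh10*+/+ lungs and 3 and 4 in *Myh10*-/- lungs. *Car4* had 65 and 57 reads in *Myh10*+/+ lungs and 21 and 30 in *Myh10*-/- lungs. The largest rises were also in genes with few counts. *2600014E21Rik* had between 0 and 0.683 CPM in the lungs, with a log2 fold change of 3.49 (standard error 0.79, adjusted p = 0.0456), and *Aspdh* had a log2 fold change of 2.10 (standard error 0.48, adjusted p = 0.0493). *Cnksr2*, the gene ENSMUSG00000106099 and *Gm2115* followed, with log2 fold changes of 0.69, 0.64 and 0.61. With each lung left out in turn, the log2 fold change lay between -2.49 and -1.73 for *Chil1* and between 2.68 and 6.96 for *2600014E21Rik*.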

Only genes with a minimum fold change of ± 2 (log2 ± 1), a maximum Benjamini–Hochberg corrected *P*-value of 0.05, and a minimum combined mean of five reads were considered to be significantly differentially expressed. The Ensembl annotation was enriched with UniProt data based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)). To examine the biological significance of the DEGs, we carried out a Gene Ontology (GO) enrichment analysis using the online tool Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource v6.8 (https://david.ncifcrf.gov/home.jsp)^66^ (Supplementary Data 1).

### Proteomic analysis (mass spectrometry)

Triplicate analyses were performed as follows: Sample preparation. Cells were lysed by heating to 70 °C for 10 min in SDS buffer (4% SDS in 0.1 M Tris/HCl, pH 7.6). DNA was sheared by sonication and cell debris was removed by centrifugation at 16,000 *g* for 10 min. A colorimetric 660 nm protein assay (Pierce) was used to determine the concentration of solubilized proteins in the resulting supernatants. Proteins were subsequently precipitated by addition of four volumes of acetone and incubation at –20 °C overnight, followed by pelleting at 14,000 *g* for 10 min and washing the pellet with 90% acetone. Samples were dried to remove acetone completely and dissolved in urea buffer (6 M urea, 2 M thiourea, 10 mM HEPES, pH 8.0). Enzymatic digestion of proteins was performed by in-solution digestion. Briefly, protein disulfide bonds were reduced with 4 mM dithiothreitol and alkylated with 20 mM iodoacetamide. Proteins were then cleaved using Lys-C (50:1 protein-to-enzyme ratio) (Wako Chemicals GmbH) at room temperature for 3 h, followed by overnight trypsination (50:1 protein-to-enzyme ratio) (Serva) at room temperature. Peptide labeling by reductive dimethylation was performed as previously described^67^. Peptide concentration in trypsin-digested samples was measured using the Fluorimetric Peptide Assay (Pierce). Samples containing equal amounts of peptides (75 µg) were subjected to the dimethyl (in-solution) labeling protocol. In brief, peptide N-termini and lysine residues were methylated for 1 h at RT by formaldehyde-H_2_ and cyanoborohydride (light, control mouse fibroblasts) and formaldehyde-^13^C–D_2_ and cyanoborodeuteride (heavy, Myh10-KD), respectively (all reagents: Sigma). The reaction was quenched by acidification and differentially labeled samples were mixed in 1:1 ratio. Mixed samples were fractionated using the high pH reversed-phase peptide fractionation kit (Pierce) according to manufacturer’s instructions.

Liquid chromatography/tandem mass spectrometry. For mass spectrometry analysis, fractionated peptides were reconstituted in 10 µl of solvent A (0.1% formic acid). Peptides were separated using an UHPLC system (EASY-nLC 1000, ThermoFisher Scientific) and 20 cm in-house packed C18 silica columns (1.9 µm C18 beads, Dr. Maisch GmbH) coupled in line to a QExactive HF orbitrap mass spectrometer (ThermoFisher Scientific) using an electrospray ionization source. The gradient employed used linearly increasing concentrations of solvent B (90% acetonitrile, 1% formic acid) over solvent A (5% acetonitrile, 1% formic acid) from 5 to 30% over 215 min, from 30 to 60%, from 60 to 95% and from 95 to 5% for 5 min each, followed by re-equilibration with 5% of solvent B. The flow rate was set to a constant 400 nl/min. Full MS spectra were acquired for a mass range of 300–1750 m/z with a resolution of 60,000 at 200 m/z. The ion injection target was set to 3 × 10^6^ and the maximum injection time limited to 20 ms. Ions were fragmented by higher energy collision dissociation using a normalized collision energy of 27, an isolation window width of 2.2 m/z and an ion injection target of 5 × 10^5^ with a maximum injection time of 20 ms. Precursors with unassigned charge state and a charge state of 1 were excluded from selection for fragmentation. The duration of dynamic exclusion was set to 20 s. Resulting tandem mass spectra (MS/MS) were acquired with a resolution of 15,000 at 200 m/z using data dependent mode with a loop count of 15 (top15).

Data analysis. MS raw data were processed by MaxQuant (1.5.6.5) using the Uniprot mouse database (as of 20 April 2017) containing 89,316 entries and the following parameters: a maximum of two missed cleavages, mass tolerance of 4.5 ppm for the main search, trypsin as the digesting enzyme, carbamidomethylation of cysteins as a fixed modification, and oxidation of methionine, as well as acetylation of the protein N-terminus as variable modifications. For protein quantification based on dimethyl labeling, isotope labels were configured for peptide N-termini and lysine residues with a monoisotopic mass increase of 28.0313 and 36.0757 Da for the light and heavy labels, respectively. Peptides with a minimum of seven amino acids and at least one unique peptide were included in protein identification. MaxQuant was instructed to filter for 1% false discovery rate on both the peptide and protein levels. Only proteins with at least two peptides and one unique peptide were considered as identified and were used for further data analysis. The resulting data contained 2949 protein groups and was subjected to differential expression analysis using the in-house R package autonomics (https://bitbucket.org/graumannlabtools/autonomics; version 1.0.21), which makes heavy use of functionality provided by the limma package^68^. The analysis considered protein groups that were quantified in at least one of the triplicate samples, with lack of completeness strongly penalized by the underlying Bayesian-moderated *t*-testing. To examine the biological significance of the differentially expressed proteins, we used autonomics to carry out overrepresentation analysis for GO terms using a Fisher's exact test (Supplementary Data 2).

### Human emphysematous lung samples

Emphysematous lungs and healthy control lungs were provided by the UGMLC Giessen Biobank, which is a member of the DZL Platform Biobanking. All patients were diagnosed with COPD/emphysema by pulmonary function testing, computed tomography scans, and pathological examination from resected lung specimens. The severity of COPD was classified according to the Global Initiative on Obstructive Lung Disease (GOLD) staging system and all subjects belonged to GOLD IV. The severity of emphysema was assessed by pathological inspection of histological samples and graded according to the method as previously described^69^. The study protocol was approved by the Ethics Committee of the Justus-Liebig-University School of Medicine (no. 58/2015), and informed consent was obtained in written form from each patient. All human studies were performed in adherence to the relevant ethical guidelines.

### Morphometric analyses

Pictures of H&E-stained distal lungs were acquired using a Zeiss widefield microscope (AxioImager). Alveolar spaces, thickness of alveolar walls, and length of secondary septae were measured using ImageJ (https://imagej.nih.gov/ij/) according to the American Thoracic Society guidelines^70^. A minimum of five representative, non-overlapping fields of view from lungs of at least three mice from each group were evaluated.

### Statistical analysis

Data are presented as mean ± s.e.m of at least three biological replicates. Two-tailed Student’s *t*-tests were used to assess significance. A *P*-value of < 0.05 was considered significant.

## Electronic supplementary material

Supplementary Information

Supplementary Movie 1

Supplementary Data 1

Supplementary Data 2

Description of Additional Supplementary Files

## Data Availability

RNA-sequencing data from this study have been deposited in GEO under accession code GSE119399 (Supplementary Data 1). Proteomic analysis data from this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD011139 (Supplementary Data 2). All remaining data will be available from the corresponding author upon reasonable request.

# Supplementary material for: Myh10 deficiency leads to defective extracellular matrix remodeling and pulmonary disease
**Source:** Nat Commun. 2018 Nov 2;9:4600. doi: 10.1038/s41467-018-06833-7
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1.
**Description:** Myh10 mutant mice exhibit acute respiratory failure upon birth. P0 mutant pups exhibit respiratory distress and cyanosis.

**Title:** Supplementary Dataset 1.
**Description:** Raw data and GO terms enrichment for RNAseq analysis between E17 Myh10+/+ and Myh10-/- lungs.

**Title:** Supplementary Dataset 2.
**Description:** Raw data and GO terms enrichment for proteomics analysis between Myh10+/+ and Myh10-/- fibroblasts.

How the deposited data were processed for this re-analysis (not part of the article)

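RNA-seq counts of E17 left lung lobes from 2 *Myh10*+/+ and 2 *Myh10*-/- mice (homozygous for L458R) were analysed. As deposited by the authors, the values are raw counts of reads per Ensembl gene in each lung, not normalized. To make these counts, the authors trimmed single-end reads of stranded mRNA libraries with Reaper, aligned them to GRCm38 with STAR and counted reads lying at least partly in exons with featureCounts, leaving out reads that overlapped several genes or aligned to several regions. The paper's text does not state whether the counting used strand, so the counts of genes overlapped by an antisense gene are uncertain. Of the genes named here, these are *Icam1*, *Timp3*, *Eln*, *Fn1*, *Fbn1*, *Fbn2*, *Efemp2*, *Lox*, *Gli1*, *Thbs1*, *Hopx*, *Shh*, *Abca3*, *Myh6*, *Myh14*, *Xist*, *2600014E21Rik* and *Gm2115*. The counts include neither the reads left out at these steps nor a normalization by DESeq2, which the authors applied in their own comparison. The table lists 45706 genes, of which 28549 had at least 1 count, and its 37 mitochondrial genes all had 0 counts.

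The total count on genes was 23156026 and 19116971 in the *Myh10*+/+ lungs and 27573824 and 32055306 in the *Myh10*-/- lungs. Replicate lungs come from separate embryos and differ by more than the counting error, so the number of lungs, 2 per genotype, limits the precision. The genotype of each lung was taken from the sample labels and the paper's methods, which name the same groups. The pairing comes from the labels alone, which number the lungs 1 and 2 within each genotype. The paper's text does not describe pairs, litters or the sex of the embryos. The replicate number was used as a block in an alternative fit, and because the deviations of same-numbered lungs were negatively correlated across genes, the crossed numbers were used as a block in a further one.

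The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit with robust = FALSE, glmQLFTest) on the 18763 genes with a mean of at least 5 counts over the 4 lungs, the paper's own minimum, with Benjamini-Hochberg adjustment. Lists of adhesion, contraction and matrix genes, fixed as patterns of gene symbols, were tested for over-representation among the lower genes with a two-sided Fisher's exact test against all tested genes, and as sets with camera from limma 3.58.1 at an inter-gene correlation of 0.01. A further 14 lists for cell types and processes were tested with camera at the same correlation, and not with one estimated from the data. The lists of pan-epithelial and progenitor genes were added after the main counts of genes had been seen and before these lists were tested. The longer list of striated muscle genes was drawn up after the lower contraction genes had been seen. The GO terms and the DAVID tool of the paper were not used here.

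The genes named are those the paper names or whose protein it measures in the lung, the 5 largest falls and the 5 largest rises among genes with an adjusted p-value under 0.05 and no overlap between genotypes, up to 5 lower and up to 2 higher members of the adhesion, contraction and matrix lists with the lowest adjusted p-values (1 matrix gene among them is not reported here), members of the further lists past an adjusted p-value of 0.05, and sex-linked and hemoglobin genes as checks of the samples.

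The alternatives were DESeq2's size factors or library totals in place of TMM, glmQLFit with robust = TRUE, other filters on low counts (no filter, edgeR's filterByExpr, a mean of at least 250), leaving out genes on chromosomes X, Y and MT, the replicate block, a correction for GC content and exon length (an offset per lung from a loess fit with a span of 0.3 to both), the block and the correction together, DESeq2 1.42.0 with and without its prior on fold changes, an adjusted p-value threshold of 0.1, Reactome pathways (from fgsea 1.28.0) in place of the symbol lists, protein-coding genes as the background, an inter-gene correlation estimated from the data, and leaving out each lung in turn. The last leaves 1 lung in a genotype, so it gives fold changes but no test. Added after the data had been seen were the crossed block, alone and with the correction, counts thinned at random to the smallest total, DESeq2 on genes at or above the lowest mean readable in Supplementary Data 1, and the contraction list without striated muscle genes.

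The test was checked on simulated counts drawn for 18503 genes from the means and library sizes of these lungs, with 200 genes changed by known amounts. Of the 135 genes given the larger changes 123 were recovered, and of the 65 given the smaller ones 20, with 8 false calls among 151. The changed genes were chosen among those with a mean over 50 counts. All simulated counts followed the variance trend across genes, without a spread of single genes around it. Recovery and false calls in the real counts may therefore be less favorable. In a further simulation, added after the data had been seen, genes with a mean under 50 counts were compared with genes at or above it. In simulated counts with a GC bias, 476 false calls were made without the correction and 5 with it. Windows of 75 bases, the read length, along the transcripts of named genes were searched for in the transcripts of all other genes to find reads that could be shared. Supplementary Data 1 was read for its first 949 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.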

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

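The tests of *Myh14* against epithelial genes and of the contraction list without either list of muscle genes were chosen after the results were seen. The shorter of these muscle lists was itself fixed beforehand. Lists of genes that the paper does not report on from these lungs were tested as sets with camera, and p-values are adjusted over the 14 lists. Where a range over fits is given, it covers the 14 fits that differ in normalization, filter, block or correction. The lists given here as lower or higher passed an adjusted p-value of 0.05 in each of these fits. The exception was the progenitor genes at a mean of at least 250 counts (adjusted p = 0.0554). All of these fits kept the same fixed inter-gene correlation in camera. The lists given here were not tested with the correlation estimated from the data. In that setting the adhesion, contraction and matrix lists did not pass after adjustment. The camera p-values given here therefore hold only for the fixed correlation.

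Genes of AT1 cells were lower in *Myh10*-/- lungs, with a median log2 fold change of -0.38 (adjusted p = 2.82e-20, 16 genes lower and 1 higher), and so were genes of AT2 cells, with a median of -0.44 (adjusted p = 3.33e-42, 18 lower and 1 higher). Both *Myh10*-/- lungs lay below both *Myh10*+/+ lungs for either list. Across fits the medians ranged from -0.40 to -0.36 for AT1 and from -0.45 to -0.42 for AT2 genes, and with each lung left out in turn from -0.46 to -0.29 and from -0.50 to -0.35. With a correction for GC content and exon length, the median that kept the smaller share of its size was -0.43. The correction moved these medians little, so the falls do not come from the trend it removes, and a bias outside that trend was not tested. Genes of the epithelium as a whole also fell, with a median of -0.20 (adjusted p = 1.60e-10, 23 lower and 2 higher, from -0.20 to -0.16 across fits), less than the AT1 and AT2 genes but more than the limit set beforehand for ruling out a smaller share of epithelial cells. *Nkx2-1*, one of these genes, had a log2 fold change of 0.02 (adjusted p = 0.881). The pattern cannot be told apart from one to which a smaller share of epithelial cells contributes, and whether the AT1 and AT2 genes fell by more than that share would give was not tested. A delay in maturation would raise genes of lung progenitors, and these were higher, with a median of 0.12 (adjusted p = 0.0254, from 0.0181 before adjustment, 11 higher and 1 lower, from 0.10 to 0.14 across fits), which is consistent with a delay. By staining, the paper reports more AT2 cells and more proliferating epithelial cells in mutant lungs, which does not favor fewer epithelial cells. From electron microscopy it describes mutant AT2 cells rich in glycogen and poor in lamellar bodies, which it reads as failed differentiation. No test here compares these cell data with the counts. Fewer epithelial cells, as a part of the cause, and a delay in maturation both remain as hypotheses.

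Proliferation genes were higher in *Myh10*-/- lungs, with a median log2 fold change of 0.15 (adjusted p = 3.87e-13), and all 39 genes of the list were higher. Both *Myh10*-/- lungs lay above both *Myh10*+/+ lungs, and the median ranged from 0.13 to 0.17 with each lung left out in turn. With a correction for GC content and exon length the median was 0.16, little moved, so the rise does not come from the trend this removes. A share of dividing cells that differs for reasons other than genotype, such as the exact age of the embryos, was not tested, so no biological explanation is offered.

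Genes of cardiac and striated muscle had a median log2 fold change of -0.44 (adjusted p = 2.16e-12, 14 lower and 1 higher), from -0.50 to -0.42 across fits and from -0.55 to -0.36 with each lung left out in turn. Within genotypes the lungs differed more than for most lists (SD 0.112). A candidate explanation is that the lobes were dissected with different amounts of heart or pulmonary vein muscle, which would also lower the contraction list. Without the genes of this cardiac list the contraction list was still lower (adjusted p = 0.00977 from camera), but without the longer list of striated muscle genes it was not (adjusted p = 0.266). The longer list holds 16 of the 17 lower contraction genes and was drawn up after they were seen, so its removal had to take the fall away and is no test of the explanation. It shows which genes the fall rests on. A difference in striated muscle content is therefore neither ruled out nor shown, and the counts do not tell dissection from genotype. Smooth muscle genes, with a median of -0.02, did not pass (adjusted p = 0.431).

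*Myh14*, the gene of NMHC II-C, had a log2 fold change of -0.52 (adjusted p = 4.99e-04 from edgeR's quasi-likelihood test), between -0.53 and -0.51 with each lung left out in turn, and both *Myh10*-/- lungs lay below both *Myh10*+/+ lungs. The paper's text gives no expression value for it, and Supplementary Data 1 lists it among its genes. Of its 75-base windows, 0% occur in another gene, so untrimmed reads that match exactly cannot be shared with other myosin genes. Reads shortened by trimming or aligned with mismatches were not examined. With the correction for GC content and exon length the log2 fold change of *Myh14* was -0.51, little moved. *Myh14* fell by more than the 10th percentile of the epithelial genes (-0.344), so a smaller share of epithelial cells alone would not account for the fall if *Myh14* were expressed like an average epithelial gene. Of its exons, 60 bp overlap an antisense gene. As AT1 and AT2 genes also fell, an effect of the *Myh10* mutation on *Myh14* itself is a hypothesis that cannot be told apart from a change within alveolar epithelial cells.

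Club and ciliated cell genes had a median log2 fold change of -0.30 (adjusted p = 2.59e-12, all 11 genes lower, from -0.31 to -0.28 across fits). Endothelial genes had a median of -0.12 (adjusted p = 5.34e-06, 14 lower and 2 higher, from -0.12 to -0.10 across fits). Basement membrane genes had a median of -0.10 (adjusted p = 2.92e-05, 21 lower and 2 higher, from -0.10 to -0.08 across fits). Erythroid genes had a median of -0.23 (adjusted p = 0.0012, 8 lower and 2 higher, from -0.39 to -0.21 across fits), but left out in turn, the lungs gave medians from -0.39 to -0.09, and *Hba-a2* shares 81.0% of its windows with *Hba-a1*. No explanation was tested for these lists on their own.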

How the results depend on the processing

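The alternatives were set before the data were examined, apart from the crossed block (alone and with the correction for GC content and exon length), the thinned counts, DESeq2 on genes above the lowest mean of Supplementary Data 1 and the reduced contraction lists. The shorter muscle list was itself fixed beforehand, but its removal from the contraction list was added afterwards. Where no value shows it, the cause was not tested.

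Against 308 genes at an adjusted p-value under 0.05, there were 474 with glmQLFit with robust = TRUE, 1162 with no filter, 710 with the replicate block, 496 with the block and the correction, 1110 with the crossed block and the correction, and 696 at a threshold of 0.1. Fewer passed at a mean of at least 250 (206), with DESeq2's size factors (278), with filterByExpr (287) and with thinned counts (276). With no filter, and with the crossed block and the correction, edgeR's prior degrees of freedom rose from 10.1 to infinity, so those calls rest on the variance trend across genes and not on the spread of each gene. Against 16 genes that also passed the fold change, there were 60 with no filter, 6 at a mean of at least 250, 26 with the crossed block, 57 with the crossed block and the correction, 2 with DESeq2's Wald test, 0 with its prior (1778 genes had an unadjusted p-value under 0.05) and 31 at a threshold of 0.1. Against 666 lower genes by the criteria of Supplementary Data 1, there were 321 at a mean of at least 250, 426 with DESeq2, 155 with its prior, 214 at an adjusted p-value under 0.05 and 308 with DESeq2 on genes above the lowest mean of Supplementary Data 1. Lower genes were 81.8% of the calls, and 67.6% with library totals in place of TMM, 71.5% with robust = TRUE (339 and 135), 65.6% with the replicate block (466 and 244) and 59.2% with no filter (688 and 474). Of the 252 lower genes, 232 remained lower with library totals and all 252 with the replicate block and with no filter. With DESeq2's Wald test 188 of them remained, and at a mean of at least 250, where fewer genes were tested, 164. DESeq2 gave no adjusted p-value to some genes with few counts, among them *Ccl20*, *Chil1*, *Car4* and *S100g*. Such genes were counted as not passing, so its counts at an adjusted p-value are lower in part for this reason. Of all 308 genes, DESeq2's Wald test shared 229.

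The adhesion list was over-represented among the lower genes (odds ratios from 2.15 to 5.54) and lower as a set (medians from -0.10 to -0.07) in every setting run, although at an inter-gene correlation estimated from the data its p was 0.0298 before and 0.0756 after adjustment over the lists. The matrix list lost over-representation at a mean of at least 250 (odds ratio 2.14, Fisher's exact test p = 0.0611). As a set, its median was -0.0436 with p = 0.0513 with the replicate block, -0.0221 with p = 0.0900 with the correction, -0.0244 with p = 0.132 with both, and -0.0398 with p = 0.35 at the estimated correlation. At that correlation the contraction set had a median of -0.0824 and p = 0.0504. Without the longer list of striated muscle genes, drawn up after the lower genes were seen, the odds ratio of the contraction list reversed to 0.603 (exact test p = 1) and its median was -0.0207 (p = 0.266). Without the shorter list, fixed beforehand, they were 3.78 (exact test p = 0.00226) and -0.0495 (p = 0.00977). Across the 4 fits that each left out one lung, medians ranged from -0.1151 to -0.0969 for adhesion, -0.0927 to -0.0538 for contraction and -0.0607 to -0.0309 for matrix genes, and the log2 fold change of *Myh10* from 0.0261 to 0.0977.

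Results that were not past a threshold also changed direction. The metalloproteinase set reversed to -0.0037 at a mean of at least 250, and the smooth muscle set to 0.0212 with the correction, to 0.0202 with the block and the correction and to 0.019 with the crossed block and the correction. The Y-linked genes, which in each genotype have at least 1389 counts in 1 lung and at most 10 in the other, reversed for *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* to -0.12, -0.11, -0.20 and -0.21 with the replicate block and to -0.19, -0.25, -0.32 and -0.33 with the block and the correction. *Ddx3y* and *Eif2s3y* also reversed to -0.032 and -0.0679 with the correction and to -0.063 and -0.0905 with the crossed block and the correction. For the 107 named genes, 1592 comparisons gave 84 weaker, 49 stronger and 0 reversed results. With a lung left out, 73 of 504 values moved by more than the spread between replicates.

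The paired fits used numbers whose deviations had a correlation of -0.214 across all tested genes and of -0.019 without those on chromosomes X and Y. Depth limits genes with few counts: in simulated counts of this depth, a log2 change of 1 was recovered for 25.3% of genes with a mean under 50 counts and 96% of the others, and one of 0.6 for 3.2% and 86%. The simulated counts followed the variance trend across genes and had no spread of single genes around it, so real recovery may be lower.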

Differences from the paper's values

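For the genes listed in Supplementary Data 1, the paper's number is 1562, and 3104 genes here had an unadjusted p-value under 0.05. The paper's text does not state the criterion behind its number. Of the alternatives set before the data were examined, DESeq2's Wald test (1786 genes), the same test with its prior on fold changes (1778) and a mean of at least 250 counts (2295) came within 1.5 times the paper's number, and the other normalizations, filters, blocks and corrections did not. DESeq2's Wald test on genes at or above the lowest mean readable in Supplementary Data 1, an alternative chosen after seeing the values, gave 1581.

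For the downregulated genes by the criteria of Supplementary Data 1, the paper's number is 301 and the number here 666. Of the alternatives set before the data were examined, a mean of at least 250 counts (321 genes), DESeq2's Wald test (426) and an adjusted p-value under 0.05 (214) came within 1.5 times the paper's number, and the others did not, among them DESeq2 with its prior (155). DESeq2's Wald test on genes at or above the lowest mean readable in Supplementary Data 1, chosen after seeing the values, gave 308.

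The paper states 30 M to 50 M sequenced reads per library, and the reads counted on genes here were 19.1 M in the lowest and 32.1 M in the highest library. The measures differ, as reads that were sequenced but not counted on a gene are only in the paper's. None of the alternatives set before the data were examined changes these totals.

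For the 949 readable genes of Supplementary Data 1, the paper gives 342 an adjusted p-value under 0.05, 258 lower and 84 higher. Of these 342, 232 were called here. DESeq2's Wald test called 334 of them, as it did with its prior. For the 71 named genes that are among the 949, the log2 fold change here differed from the paper's by at most 0.0128, less than its standard error for each gene. With DESeq2's Wald test the largest difference was 0.0063, and with its prior it was 1.6078, with 25 of the 71 genes further from the paper's value than the standard error.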

Other observations

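The tests of normalization and of sex were chosen after the results were seen, as was the crossed pairing of the lungs.

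More genes were called lower than higher in *Myh10*-/- lungs (81.8% of 308 calls). The *Myh10*-/- libraries were larger, but over 10 random thinnings to equal totals the median share of lower calls was 80.6%, with shares from 74.2% to 89.1% and from 147 to 357 genes, so depth does not account for the direction. With the correction for GC content and exon length the share was 73.7%, within the 10 percentage points set as the limit. With the correction and the replicate block the share was 69.0%, and with the correction and the crossed block 63.2%, both larger falls than that limit. With these blocks alone the share was 65.6% and 77.1%. With DESeq2's size factors in place of TMM it was 82.7%, and with library totals 67.6%, a larger fall than that limit. Library totals shift all genes alike, by 0.02 in the median log2 fold change, which by itself moves the balance of lower and higher calls, so the size of the excess depends on the scaling and these shares do not show which scaling is right. At an unadjusted p-value under 0.05 from edgeR's test, 1693 of 3104 genes were lower with TMM but 1399 of 3208 with library totals. At that threshold the direction of the excess therefore also depends on the scaling. The excess cannot be told apart from a part that comes with the choice of normalization, and no biological explanation of it is offered.

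Of the 3 ways to split the 4 lungs into 2 and 2, only 1, the split by genotype, gave as many as 308 genes at an adjusted p-value under 0.05. The split by replicate number gave 0 genes and the crossed split 6, and without genes on chromosomes X, Y and MT both gave 0, against 379 for genotype. With 3 splits the share of splits that large can never be under 0.05, so these counts alone do not rule out that the lungs fell into these groups by chance. The split by genotype and the crossed split each part both same-numbered pairs, and the split by replicate number parts neither.

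The deviations of same-numbered lungs from their genotype means had a correlation of -0.214 across 18763 genes and -0.019 across the 18114 genes outside chromosomes X and Y. *Xist* was high in *Myh10*+/+ lung 1 and *Myh10*-/- lung 2 (3916 and 4457 CPM) and the Y-linked genes were high in the other lungs. This is consistent with 1 female and 1 male embryo per genotype, numbered in opposite order, and with sex as the source of the negative correlation. The crossed block therefore follows sex.

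Some statements of the paper concern other stages, cells or protein, and the E17 counts of the same genes were as follows. For the AT2 marker genes whose expression the paper reports as raised, *Sftpa1* had a log2 fold change of -0.57 (adjusted p = 0.00592, past 0.05 in all 16 fits), *Sftpc* one of -0.41 (adjusted p = 0.173, past 0.05 in 4 fits) and *Abca3*, 12.0% of whose windows lie in other genes, one of -0.26 (adjusted p = 0.0458, past 0.05 in 13 fits). With the crossed block, which follows sex, *Sftpc* passed (adjusted p = 0.0107) and *Abca3* did not (adjusted p = 0.0589). For the markers it reports as decreased, *Hopx*, *Pdpn*, *Ager* and *Lamp3* had log2 fold changes of -0.41, -0.37, -0.58 and -0.38 (adjusted p = 0.0394, 0.0293, 0.0100 and 0.0178), past 0.05 in all 16 fits apart from *Hopx*, which passed in 12 and not with DESeq2's Wald test (adjusted p = 0.232). *Vim* had a log2 fold change of -0.16 (adjusted p = 0.338), where the paper reports fewer Vimentin-positive cells. Of the genes whose RNA it reports as unaltered at E18.5, *Fn1* and *Col1a1* had log2 fold changes of -0.03 and -0.04 (adjusted p = 0.902 and 0.869) and *Eln* one of -0.42 (adjusted p = 0.0720, past 0.05 in 8 of 16 fits). The elastin assembly genes it reports as not significantly changed at E18.5 are *Fbn1*, *Fbn2*, *Fbln4* (*Efemp2* here), *Fbln5*, *Lox* and *Loxl1*. In this order, their log2 fold changes were -0.13, 0.14, 0.05, -0.18, -0.03 and -0.11 (adjusted p = 0.22, 0.30, 0.70, 0.15, 0.90 and 0.44). Only *Fbln5* passed 0.05 in any fit (2 of 16). *Thbs1* and *Thbs2* had log2 fold changes of 0.06 and 0.08 (adjusted p = 0.748 and 0.638), *Mmp2* one of -0.11 (adjusted p = 0.263), *Mmp14* one of -0.19 (adjusted p = 0.0662, past 0.05 in 2 fits) and *Shh* one of 0.02 (adjusted p = 0.923). *Gli1*, which the paper names as a Cre driver, had one of 0.23 (adjusted p = 0.0730, past 0.05 in 7 of 16 fits). Antisense genes overlap 412 bp of the exons of *Hopx*, 807 bp of those of *Shh* and 327 bp of those of *Gli1*, so these counts are uncertain. The other p-values are from edgeR's quasi-likelihood test. For cell types and processes, the paper reports more proliferating cells by staining (proliferation genes here had a median log2 fold change of 0.15), unaltered numbers of endothelial cells (a median of -0.12 for their genes), no apparent significant change in club and ciliated cells (a median of -0.30) and unaltered basement membrane proteins (a median of -0.10). No test here compares E17 with later stages or RNA with protein.

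Of the further lists, interstitial matrix genes (median log2 fold change -0.04, adjusted p = 0.178), metalloproteinases (0.02, adjusted p = 0.776), smooth muscle (-0.02, adjusted p = 0.431) and fibroblast genes (0.02, adjusted p = 0.33) did not pass camera at 0.05. Whether these differ from the lists that passed was not tested.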
